# Cell Cycle Control by the Master Regulator CtrA in *Sinorhizobium meliloti*

**DOI:** 10.1371/journal.pgen.1005232

**Published:** 2015-05-15

**Authors:** Francesco Pini, Nicole J. De Nisco, Lorenzo Ferri, Jon Penterman, Antonella Fioravanti, Matteo Brilli, Alessio Mengoni, Marco Bazzicalupo, Patrick H. Viollier, Graham C. Walker, Emanuele G. Biondi

## Abstract

In all domains of life, proper regulation of the cell cycle is critical to coordinate genome replication, segregation and cell division. In some groups of bacteria, *e*.*g*. *Alphaproteobacteria*, tight regulation of the cell cycle is also necessary for the morphological and functional differentiation of cells. *Sinorhizobium meliloti* is an alphaproteobacterium that forms an economically and ecologically important nitrogen-fixing symbiosis with specific legume hosts. During this symbiosis *S*. *meliloti* undergoes an elaborate cellular differentiation within host root cells. The differentiation of *S*. *meliloti* results in massive amplification of the genome, cell branching and/or elongation, and loss of reproductive capacity. In *Caulobacter crescentus*, cellular differentiation is tightly linked to the cell cycle via the activity of the master regulator CtrA, and recent research in *S*. *meliloti* suggests that CtrA might also be key to cellular differentiation during symbiosis. However, the regulatory circuit driving cell cycle progression in *S*. *meliloti* is not well characterized in both the free-living and symbiotic state. Here, we investigated the regulation and function of CtrA in *S*. *meliloti*. We demonstrated that depletion of CtrA cause cell elongation, branching and genome amplification, similar to that observed in nitrogen-fixing bacteroids. We also showed that the cell cycle regulated proteolytic degradation of CtrA is essential in *S*. *meliloti*, suggesting a possible mechanism of CtrA depletion in differentiated bacteroids. Using a combination of ChIP-Seq and gene expression microarray analysis we found that although *S*. *meliloti* CtrA regulates similar processes as *C*. *crescentus* CtrA, it does so through different target genes. For example, our data suggest that CtrA does not control the expression of the Fts complex to control the timing of cell division during the cell cycle, but instead it negatively regulates the septum-inhibiting Min system. Our findings provide valuable insight into how highly conserved genetic networks can evolve, possibly to fit the diverse lifestyles of different bacteria.

## Author Summary

In order to propagate, all living cells must ensure that their genetic material is faithfully copied and properly partitioned into the daughter cells before division. These coordinated processes of DNA replication and cell division are termed the “cell cycle” and are controlled by a complex network of regulatory proteins in all organisms. In the class *Alphaproteobacteria*, the regulation of the cell cycle is closely linked to cellular differentiation processes that are vital for survival in the environment. In these bacteria, the cell cycle regulator CtrA is thought to serve as the primary link between the coordination of the cell cycle and cellular differentiation. The alphaproteobacterium, *Sinorhizobium meliloti*, an important model symbiont of alfalfa plants, undergoes a striking cellular differentiation that is vital to the formation of an efficient symbiosis dedicated to the conversion of atmospheric nitrogen to biologically available organic nitrogen. However, the link between cellular differentiation and cell cycle control in *S*. *meliloti* has not been made. In this study, we showed that *S*. *meliloti* cells without CtrA are similar to the symbiotic form. By the identification of the genes whose expression is directly and indirectly controlled by CtrA, we found that CtrA regulates vital cell cycle processes, including DNA replication and cell division, but through different genetic pathways than in other alphaproteobacteria. We importantly show that the levels of CtrA protein are governed by an essential cell cycle regulated proteolysis, which may also be an important mode of CtrA down-regulation during symbiosis to drive cellular differentiation.

## Introduction

The alphaproteobacterium *Sinorhizobium meliloti* can thrive in the soil as a free-living organism or as a nitrogen-fixing symbiotic partner with compatible legume hosts [1]. The *S*. *meliloti*-legume symbiosis involves multiple developmental stages, during which the bacteria coordinate their cell proliferation with the development of the host plant cells [2,3]. A key step in this symbiosis is the striking differentiation of *S*. *meliloti* cells into enlarged, polyploid (16–32 copies of the genome) nitrogen-fixing bacteroids within the specialized host cells that comprise the developing nodule [4]. Differentiation of bacteroids in *S*. *meliloti*-legume symbiosis is driven in part by nodule specific cysteine-rich peptides (NCRs) that are produced by the host legume [5,6]. These peptides, such as NCR247, can provoke in free-living cells many of the changes associated with bacteroid differentiation including the increase in cell size and endoreduplication of the genome [7]. The uncoupling of DNA replication from cell division in *S*. *meliloti* during symbiosis stands in stark contrast to the cell cycle of free-living *S*. *meliloti*, where DNA replication is tightly coupled to cell division [8].

The involvement of the cell cycle regulatory network in cellular differentiation programs, such as cyst formation in *Rhodospirillum centenum* and the asymmetric division of *Caulobacter crescentus*, is a common theme in *Alphaproteobacteria* [9,10]. In *C*. *crescentus* and presumably in other alphaproteobacteria, cellular differentiation is largely governed by the response regulator CtrA [10–14]. *C*. *crescentus* divides asymmetrically to produce two morphologically different cells, a motile swarmer cell and a sessile stalked cell [15]. The two cell types are also distinct in their replicative capacities. The stalked cell, which lacks active CtrA, can immediately initiate DNA replication and re-enter the cell cycle, while in the swarmer cell, the origin of replication is bound and inhibited by phosphorylated CtrA resulting in a G1 arrest [16,17]. As a transcription factor, phosphorylated CtrA binds *ca*. 200 promoter regions and controls the transcription of about 95 genes over the course of the cell cycle, thereby modulating diverse processes including polar morphogenesis and cell division [18]. The expression, activity and stability of *C*. *crescentus* CtrA are highly regulated during the cell cycle through transcriptional regulation, phosphorylation and regulated proteolysis [19–27].

An essential, functional homolog of *C*. *crescentus* CtrA is present in *S*. *meliloti* and has been implicated in the symbiotic cellular differentiation program [28]. The genetic circuit controlling CtrA in *S*. *meliloti* at the transcriptional and posttranslational levels has been predicted using bioinformatics and all the regulatory factors identified in *C*. *crescentus* are conserved on the sequence level in *S*. *meliloti* [11]. Genetic experiments on a few of these putative regulators of CtrA have revealed a striking link between symbiosis and cell cycle regulation [29–33]. In addition, gene expression profiling of *S*. *meliloti* at different stages of the symbiosis indicated that expression of *ctrA* is strongly down-regulated in bacteroids once differentiation begins [34], and Western blot analysis of purified bacteroids revealed that CtrA protein levels are very low in mature bacteroids [33]. More specifically, down regulation of CtrA during symbiosis may be caused by exposure to NCR peptides, as *in vitro* treatment of *S*. *meliloti* with a sub-lethal dose of the NCR peptide, NCR247, significantly attenuates *ctrA* expression [35]. Collectively, these observations suggest that NCR peptides and perhaps other plant factors modulate the cell cycle in part by affecting the level of CtrA activity. It is thus crucial to gain a deeper understanding of the factors governing the *S*. *meliloti* cell cycle, especially of the cell processes governed by CtrA and the regulatory mechanisms controlling CtrA activity.

In this study, we sought to understand the mechanisms regulating cell cycle regulation in *S*. *meliloti* by analyzing the effects of CtrA depletion in *S*. *meliloti* free-living cells. We aimed to define the direct and indirect transcriptional regulons of *S*. *meliloti* CtrA and probing regulatory mechanisms, such as regulated proteolysis that possibly govern CtrA levels during the *S*. *meliloti* cell cycle. As global analysis of the CtrA transcriptional network has not been performed in detail in an alphaproteobacterium other than *C*. *crescentus*, this work provides the first insight into how this highly conserved genetic network can evolve to fit the distinct lifestyles of this diverse group of bacteria. Furthermore, the model of CtrA cell cycle regulation in *S*. *meliloti* developed in this work will be pivotal in the future elucidation of how the bacterial cell cycle is modulated by plant factors during the symbiosis.

## Results

### Depletion of CtrA in *S*. *meliloti* causes “bacteroid-like” cell cycle changes

The current working model of cell cycle regulation in *Alphaproteobacteria* is largely based on the regulatory interactions identified in *C*. *crescentus*, thanks to their level of conservation in other species [11]. Cell cycle regulation in *C*. *crescentus*, especially the governance of replicative and morphological asymmetry, is centered on the master regulator CtrA, which can inhibit DNA replication initiation by directly binding the origin of replication and also acts as a transcriptional regulator regulating hundreds of genes [18]. Although CtrA is highly conserved in *S*. *meliloti*, the activity of CtrA as a transcription factor and the role of CtrA in regulating cell cycle functions have not been investigated. Therefore, in order to more clearly understand the role of CtrA in cellular differentiation during symbiosis, we focused our investigation on understanding the role of CtrA as a master regulator of the cell cycle in *S*. *meliloti*.

Previous work has demonstrated that *ctrA* (SMc00654) is an essential gene in *S*. *meliloti* [28]. To study the effects of loss of CtrA function in *S*. *meliloti* we constructed a conditional CtrA depletion strain utilizing the pSRK expression system based on IPTG induction [36]. We transduced a marked deletion of *ctrA* (Δ*ctrA*) to cells harboring an IPTG-inducible copy of *ctrA* on the pSRK-Km vector to create the strain *ΔctrA-P*_*lac*_ *ctrA* (see methods) (S1 Table). In the presence of 1mM IPTG, *ΔctrA-P*_*lac*_ *ctrA* cells were viable, exhibited normal morphology (Fig 1A–1C), and produced CtrA (S1 Fig). However, upon removal of IPTG, *ΔctrA*-P_*lac*_ *ctrA* cells ceased growth, lost viability and developed aberrant morphologies (Fig 1A–1C). These phenotypic changes coincided with the rapid decrease of CtrA protein over time to undetectable levels (Fig 1D). Cells depleted of CtrA were elongated, swollen and a fraction of cells became Y-shaped (Fig 1C). The phenotypic effects caused by CtrA depletion are reminiscent of the morphology of differentiated bacteroids in which CtrA is also absent (Fig 1C) [33]. Interestingly, despite these aberrant morphologies, cells depleted of CtrA maintained their membrane integrity, as indicated by the lack of propidium iodide incorporation (S2 Fig).

**Fig 1:**
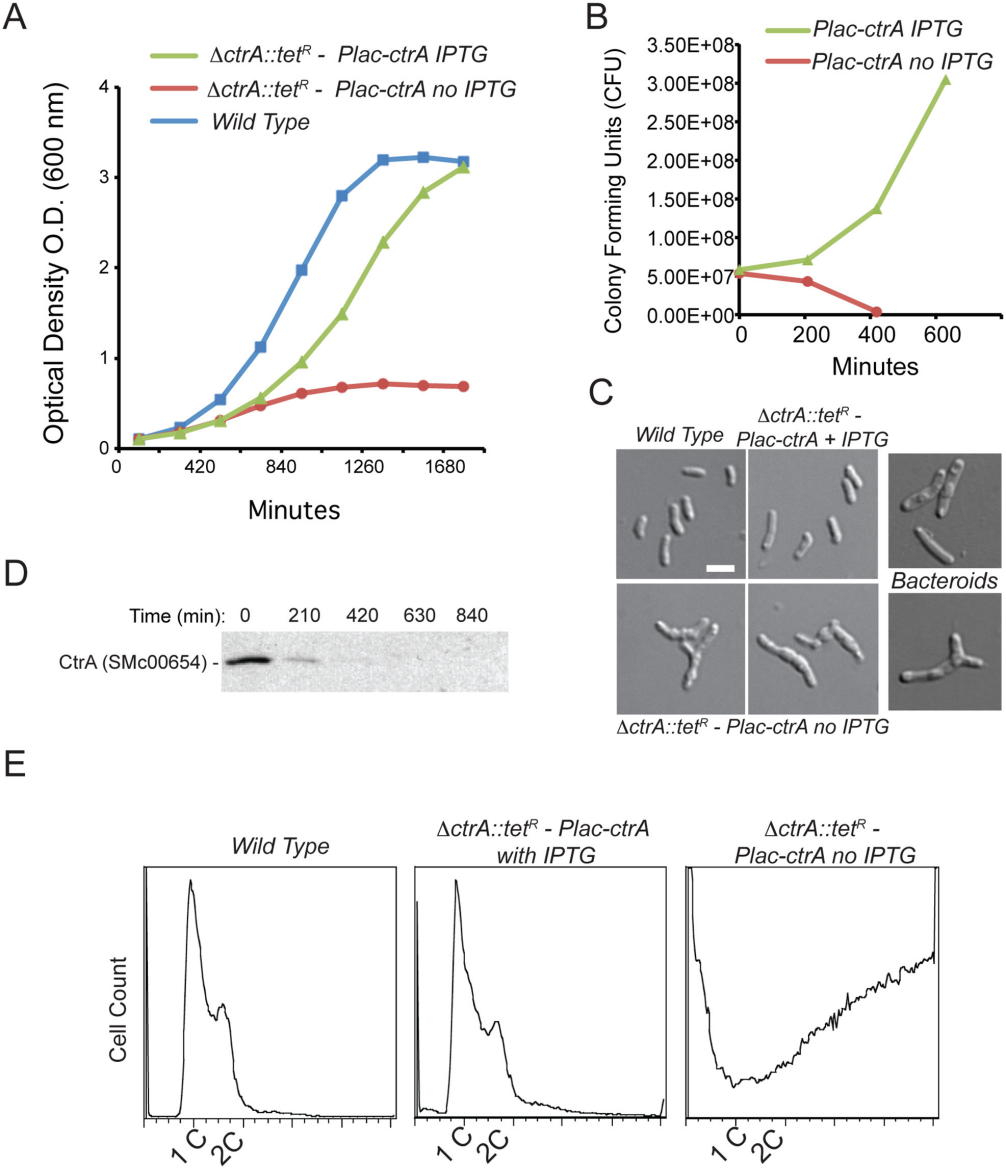
CtrA plays an essential role in *S*. *meliloti*. A. Optical density (OD_600_) of wild type *S*. *meliloti* and the CtrA depletion strain grown with and without IPTG, error bars represent standard errors. Mid-log phase cells depleted of CtrA show a stable OD level suggesting an impairment of normal growth. B. CFU of the experiments in (A) showing that cells without *ctrA* expression lost viability. C. Morphology of *S*. *meliloti* after 7 hours of CtrA depletion compared with wild type and bacteroid *S*. *meliloti*; cells appear elongated and enlarged (bar corresponds to 2 μm). D. Immunoblot analysis using anti-CtrA antibodies over a time course of CtrA depletion. E. FACS analysis of *S*. *meliloti* CtrA depletion strain after 8 hours +IPTG (control) and—IPTG (CtrA depleted) showing increased DNA content of up to 20 copies per cell in cells depleted of CtrA.

To quantify the observed genome amplification we measured DNA content using flow cytometry and found a striking increase in DNA content in CtrA-depleted cells compared to wild type cells and *ΔctrA*-P_*lac*_ *ctrA* cells grown in the presence of IPTG (Fig 1E). CtrA-depleted cells contained ca. 20 times the amount of DNA per cell as *ΔctrA-P*_*lac*_ *ctrA* cells supplemented with IPTG as well as wild type, log phase *S*. *meliloti* cells. In CtrA-depleted cells the 1N and 2N peaks were lost indicating a complete de-coupling of DNA replication initiation and cell division, indicating that CtrA serves as an essential link between these two processes. Unlike the *C*. *crescentus* paradigm, the *S*. *meliloti* chromosomal origin of replication does not contain CtrA-binding motifs [11] and is not bound by CtrA protein (see S4 Table), so if CtrA governs DNA replication initiation it likely does so through an indirect, unknown mechanism. Finally, we used qPCR to determine the ratio of the three replicons that comprise the *S*. *meliloti* genome and found that the ratio between the replicons did not significantly change after 4 hours of CtrA depletion (S3 Fig). These observations indicate that CtrA function is required to equally repress the replication of all *S*. *meliloti* three replicons.

Collectively these data support the hypothesis down-regulation of CtrA activity during symbiosis could contribute to the elongation and genome amplification observed in differentiating bacteroids [28,33,35].

### CtrA regulates the transcription of at least 126 genes in *S*. *meliloti*

To determine how the activity of CtrA as a transcription factor affects important cell cycle functions, we used microarray analysis to measure gene expression changes upon CtrA depletion in *S*. *meliloti* (S2 Table). 

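A total of 24 RNA samples of the ΔctrA strain carrying ctrA under an IPTG-inducible promoter was hybridised in a single colour (Cy3) to custom Agilent arrays, 1 array per sample. There were 4 arrays of the culture before the split (t = 0), 3 arrays of +IPTG and 3 of -IPTG cultures at each of 1, 2 and 4 h, and 1 array of each at 6 h. The paper describes the t = 0 samples as triplicate. Every array carries 6142 probes for ORFs, 1 for each gene, each printed as 2 spots. The 1 h arrays lie on slide 1, the 2 h arrays on slide 2 and the 4 and 6 h arrays on slide 3, with 2 of the t = 0 arrays on each of slides 1 and 2, so each depletion contrast lies within a slide while time points differ in slide. The authors deposited the scanner output of Feature Extraction, where the processed signal is an intensity corrected for background within the array, and a table of their own normalized log2 values. From the processed signal, log2 values were taken relative to the 75th percentile of each array, spots with an outlier flag were left out, and the spots of a probe were averaged. The median processed signal of an array ranged from 815 to 2092 on slide 1, from 453 to 1363 on slide 2 and from 4817 to 9527 on slide 3. Of the spots, 62.5%, 71.8% and 94.5% were well above background on the 3 +IPTG arrays at 2 h, against 96.4% or more on every array of slide 3. The SD between the 2 spots of a probe was 0.20 at the median array of slide 3 and 1.13 on the log2 scale at the median array of slides 1 and 2. The median SD between replicate arrays of a group was 0.54 at 1 h, 0.65 at 2 h and 0.14 at 4 h. Between 525 and 1094 spots of an array on slide 3 lay at the top of the scanner's range, so the brightest genes there have only a bound. Depleted and control cultures were compared with limma over the 18 arrays at 1, 2 and 4 h, and a gene was called at an adjusted p of 0.05 or less with a log2 fold change of at least 1 in either direction, the thresholds the paper gives. The number of arrays limits the precision of each value.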

For this experiment, exponential phase cultures of *ΔctrA-P*_*lac*_-*ctrA S*. *meliloti* grown in the presence of 1mM IPTG were washed and split into control (+IPTG) and *ctrA* depletion (–IPTG) sub-cultures. RNA was isolated from these cultures at different time points post-split and used for microarray-based gene expression analysis. 

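Of 6142 genes, 162 were called at 1 or more of the 3 time points, 6 at 1 h, 115 at 2 h and 74 at 4 h (limma, Benjamini-Hochberg adjusted within each time point). The same fit was run on simulated values with noise as unequal between time points as in the arrays. It called 32 unchanged genes at 1 h, 73 at 2 h and 0 at 4 h. Part of the calls at 1 and 2 h may thus be false. Without the third +IPTG array at 2 h the number called at any time point was 1202. With each time point fitted alone, 154 genes were called, all of them at 4 h. That fit with the replicate number as a block called 155 at 4 h. The depleted arrays all lay on the same side of all control arrays for 6 of the 6 genes called at 1 h, 107 of the 115 at 2 h and 74 of the 74 at 4 h, as calling selects for. Of all genes this was so for at most 10.9% at 1 and 2 h and for 22.9% at 4 h, where chance gives 10%. Of the genes in S3 Table, 97 were among the called genes. The largest falls at 1 h were in SMc04059 (log2 fold change -2.75, standard error 0.40, adjusted p = 0.00947) and SMc00998 (-2.61, standard error 0.37, adjusted p = 0.00947), each called in 4 of the 6 fits that left out an array of that time point. At 2 h the largest fall was again in SMc04059 (-3.37) and the largest rise in SMc00863 (2.89, adjusted p = 0.0285), which is not in S3 Table and was called in only 1 of the 6 fits that left out an array of that time point. Over all alternatives its adjusted p ranged from 0.000483 to 0.619. At 4 h the largest fall was in SMc00924 (log2 fold change -3.92, standard error 0.53, adjusted p = 0.000326). Its normalized log2 value was -1.27 ± 0.06 (SD, n = 3) in control and -5.19 ± 0.06 (SD, n = 3) in depleted cultures.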

We found that the expression of 126 genes changed significantly during CtrA depletion (Fig 2A, S3 Table). We validated the results by testing the expression of several key differentially expressed genes using qPCR and reporter *lacZ* fusions and found similar expression patterns as was detected by the microarray experiments (Fig 2B and S4A Fig). 

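The means of the 9 groups of arrays were clustered over the called genes, each gene centred and scaled across groups, with the city block distance and complete linkage that the paper names. The control cultures at 4 and 6 h joined first, at a distance of 66.0, and the depleted cultures at 4 and 6 h next, at 81.3. The control and depleted cultures at 1 h joined each other at 114, before either joined a later time point. The last join, at 295, set the depleted cultures at 2, 4 and 6 h apart from all the others. Over these genes, which were chosen for such a difference, depleted and control cultures lay on different branches at 3 of the 4 time points. With all genes of the array in place of the called genes this was so at 0 time points, and with the authors' deposited values at 2. At 6 h, where each group has 1 array and so no spread of its own, the median log2 ratio of the genes called at 4 h was -2.58 and 73 of these 74 genes were lower in the depleted culture. The median over all genes was 0.13.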

Hierarchical clustering of the expression data from each time point showed strong correlation between gene expression in control vs. CtrA depleted samples and a strong temporal effect of CtrA depletion on gene expression (Fig 2A).

**Fig 2:**
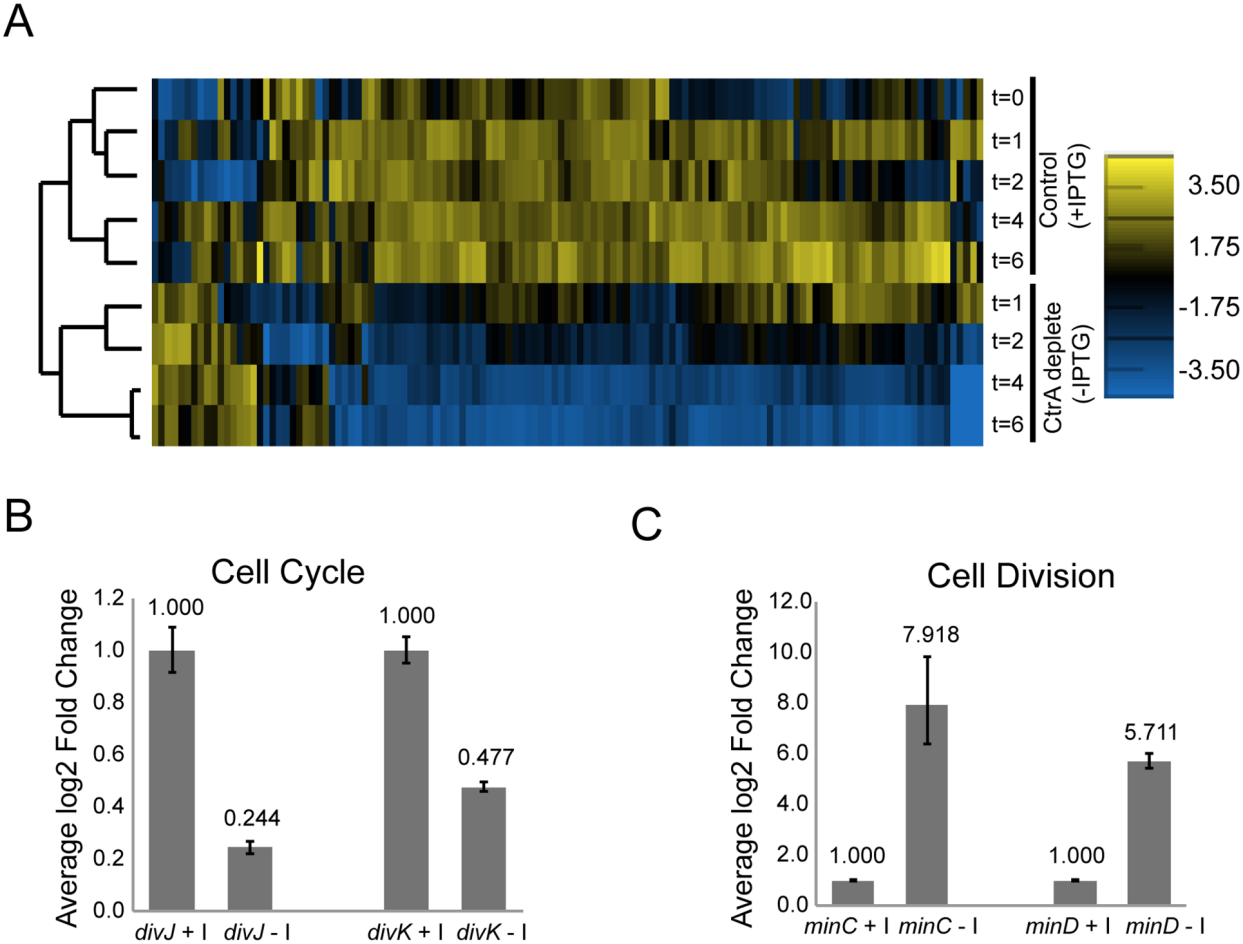
CtrA regulates the expression of at least 126 *S*. *meliloti* genes. A. Hierarchical clustered expression profiles for 126 genes in cells expressing *ctrA* (control; +IPTG) and in cells depleted of *ctrA* (-IPTG) at several time points (t = 0, 1, 2, 4 and 6 hours) following the initiation of the—IPTG or +IPTG treatment. Normalized log2 expression levels are shown for each gene. The scale for expression level is located on the right. B. Fold change in *divJ* and *divK* expression in cells after depletion of CtrA (-I, IPTG) for two hours relative to control cells expressing CtrA (+I). Expression of *divJ* and *divK* in each sample was normalized to the expression of the control gene *smc00128*. Shown are data from a representative biological replicate. Error bars indicate standard error. C. Fold change in *minC* and *minD* expression in cells after depletion of CtrA (-I, IPTG) for four hours relative to control cells expressing CtrA (+I). Data normalization was performed as in B. Shown are data from a representative biological replicate. Error bars indicate standard error.

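The array carries 3297 genes of the chromosome, 1561 of pSymB and 1284 of pSymA. Of the called genes, 113 lay on the chromosome (69.8%), 36 on pSymB and 13 on pSymA, while the chromosome holds 53.7% of the genes of the array (Fisher's exact test, two-sided, p = 2.9e-05). The share differed from that of all genes under every other normalization tried, but not without the third +IPTG array at 1 h (59.4%, p = 0.0975) or the third +IPTG array at 2 h (55.8%, p = 0.100, both by Fisher's exact test).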

Differentially expressed genes were found on each of the three *S*. *meliloti* replicons, with the majority (80%) located on the chromosome (S2 Table). 

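Of the called genes, 106 were lower on depletion and 56 higher, taking each gene's direction at the time point of its smallest adjusted p, which is 65.4% lower (95% Wilson interval 57.8% to 72.3%, which takes the genes as independent). All 6 genes called at 1 h and 73 of those called at 4 h were lower, whereas 60 were lower and 55 higher at 2 h. At 2 h the split was 60 lower and 29 higher with normexp and 50 lower and 27 higher with the authors' deposited values. The share lower over all time points was 96.1% with each time point fitted alone and 48.8% without the third +IPTG array at 2 h. Over the genes called lower at 4 h, the median log2 fold change was -0.72 at 1 h, -1.13 at 2 h and -2.36 at 4 h, a list that was chosen by its value at 4 h.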

Most of the genes (~86%) affected by depletion of CtrA were down-regulated, and the degree of down-regulation was greater the longer CtrA was depleted (Fig 2A). Thus, CtrA primarily functions as a positive regulator of transcription in *S*. *meliloti*. Among these positively regulated genes are many cell cycle regulators (i.e. *ctrA*, *divJ*, *divK*, *sciP*), motility genes (i.e. *mcp*, *che*, *flg*, *flaAB*, *fli)*, cell envelope components and several hypothetical proteins. 

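Over the 106 genes that were lower, the median log2 fold change was -0.65 at 1 h, -1.57 at 2 h and -2.09 at 4 h, a list made up mostly of genes called at 2 or 4 h and so chosen for larger falls there. Whether a fold change differed between time points was tested gene by gene in the same model (limma). It differed between 4 h and 1 h in 3 genes and between 4 h and 2 h in 1 gene, each with a lower fold change at 4 h. These were mcpU, flaA and flaB, which are genes the paper names. The difference between 4 h and 2 h was in mcpU. Its log2 fold change was 0.44 at 1 h, 1.32 at 2 h and -3.45 at 4 h. These estimates change sign and do not trace a deepening fall, but they do not establish a rise at 1 or 2 h. The log2 fold changes of flaA and flaB were negative at each time. For flaB the difference between 4 h and 1 h was -2.62 on the log2 scale (standard error 0.38, adjusted p = 0.0187). No gene differed in this way between 4 h and 1 h once any 1 array at 4 h was left out or with the replicate number as a block. From the predominance of genes that fell, the paper concludes that CtrA acts mainly as a positive regulator of transcription.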

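The log2 value of ctrA (SMc00654) was 3.37 ± 0.58 (SD, n = 3) in control and 1.87 ± 1.30 (SD, n = 3) in depleted cultures at 1 h, a log2 fold change of -1.49 that was not past the threshold (limma, adjusted p = 0.468). At 2 h it was 3.60 ± 0.56 (SD, n = 3) in control and 0.73 ± 0.71 (SD, n = 3) in depleted cultures, a log2 fold change of -2.87 (standard error 0.55, adjusted p = 0.0114). Without the first depleted array at 2 h it was not called (adjusted p = 0.0571), and over all alternatives the adjusted p ranged from 0.00461 to 0.575. At both times 3 of its 6 control spots were at the top of the scanner's range, where a higher level is not measured. Because ctrA is transcribed only with IPTG in this strain, its fall follows from the withdrawal of IPTG. That fall does not bear on regulation of ctrA by CtrA. At 4 h all 6 control spots and 2 of 6 depleted spots were at the top, so neither a fold change nor a bound can be given, and no difference passed the threshold (adjusted p = 1.00). The transcript of sciP (SMc00657) was saturated on the control arrays at 4 h, with 0 depleted spots at the top, and was at least 5.52-fold higher in control cultures (adjusted p = 9.44e-05). Bounds of this kind set the mean of the saturated arrays at their reading against the mean of the other group. Among motility genes at 4 h, flaA (SMc03037) fell from 1.33 ± 0.23 (SD, n = 3) to -2.13 ± 0.21 (SD, n = 3). The flagellin gene flaB (SMc03038) had a log2 fold change of -3.01 (adjusted p = 1.8e-05), with 2 of 6 spots of its control arrays at the top of the range.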

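The array values for divK (SMc01371) at 2 h were 1.01 ± 1.27 (SD, n = 3) in control and -1.46 ± 0.34 (SD, n = 3) in depleted cultures, a log2 fold change of -2.48 (standard error 0.54, limma adjusted p = 0.0265). This call was not made with the authors' deposited values (adjusted p = 0.069) and was made in only 1 of the 6 fits that left out an array of that time point, and over all alternatives the adjusted p ranged from 0.000383 to 0.650. For divJ (SMc00059) at 2 h they were -0.54 ± 0.89 (SD, n = 3) and -0.55 ± 0.66 (SD, n = 3), a log2 fold change of -0.01 (adjusted p = 0.994), so a difference was not detectable at that time point. At 4 h divJ was 0.79 ± 0.25 (SD, n = 3) in control and -2.54 ± 0.01 (SD, n = 3) in depleted cultures (log2 fold change -3.33, standard error 0.48, adjusted p = 0.000575), and it was called in every fit that left out an array of that time point.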

The transcription of the genes encoding cell cycle regulators DivJ and DivK was significantly down-regulated after 2 hours of CtrA depletion in both the microarray and qPCR experiments (Fig 2B), strongly indicating that CtrA serves as a transcriptional activator of these two genes. Conversely, qPCR analysis revealed that expression of the cell division regulators *minC* and *minD* was strongly up-regulated in the absence of CtrA, indicating that CtrA is a transcriptional repressor of this operon (Fig 2B and 2C). The effect of CtrA depletion on the expression of *minCD* was particularly interesting because MinCD is a strong inhibitor of FtsZ ring formation and overexpression of MinCD in *S*. *meliloti* inhibits cell division [37]. Therefore, the increased expression of *minCD* may contribute to the block in cell division in cells depleted of CtrA.

### Analysis of CtrA binding sites by Chromatin Immunoprecipitation—Deep Sequencing (ChIP-Seq)

To discover the chromatin regions directly bound by CtrA in *S*. *meliloti*, we used ChIP-Seq analysis [38] (Materials and Methods). Starting from an exponential culture of *S*. *meliloti* cells, CtrA cross-linked DNA fragments of an average length of 300 base pairs were immunoprecipitated with antibodies raised against *C*. *crescentus* CtrA (CC3035), which can specifically bind *S*. *meliloti* CtrA [33]. Immunoprecipitated DNA was then deep-sequenced producing millions of ca. 50 nucleotide reads, which were mapped onto the *S*. *meliloti* genome to create a distribution of the number of reads per nucleotide (Fig 3A and S4 Table that shows the list of the 198 peaks across all three *S*. *meliloti* replicons). Correlating with our gene expression data, the chromosome contained most of the peaks (76%) while pSymB and pSymA contained only 15% and 10%, respectively. CtrA binding sites were mostly present in intergenic regions (79%), in line with a predicted regulatory role and with the microarray results [39] (see next section for more details).

**Fig 3:**
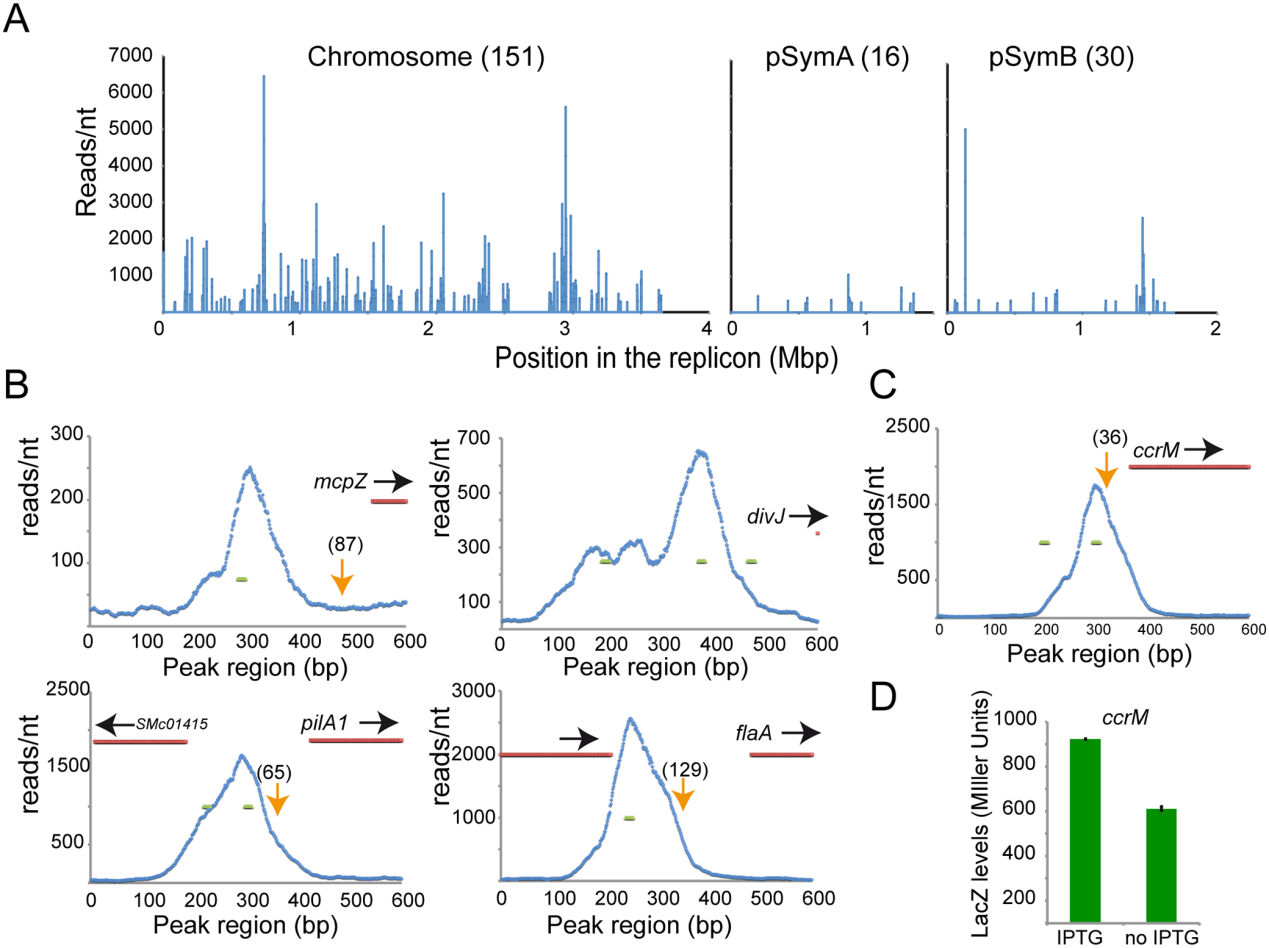
ChIP-Seq analysis reveals direct targets of CtrA. Genes directly regulated by CtrA. A. Representation of all CtrA binding sites in the three circular replicons of *S*. *meliloti* (here represented as linear starting from the origin of replication). B. Promoter region of several genes detected by microarrays. Transcriptional start sites, previously defined [39], are represented as orange arrows (numbers between brackets represent the distance form ATG). In blue the plot of reads per nucleotide measured by ChIP-Seq analysis in a 600bp long region including the beginning of the coding sequence (in red). Green lines represent predicted CtrA binding site [11]. C. ChIP-Seq of the *ccrM* promoter region. In blue the plot of reads per nucleotide measured by ChIP-Seq analysis. Green lines represent predicted CtrA binding site. D. Beta-galactosidase activity assay using a LacZ fusion of the *ccrM* promoter in cells (BM249) after depletion of CtrA (no IPTG) for two hours relative to control cells expressing CtrA (+IPTG). Error bars indicate standard error.

We identified CtrA binding sites in the upstream regulatory regions of several key regulators of flagellum, pili, chemotaxis and cell cycle (Fig 3B) that were also identified by the microarray analysis. In particular, CtrA binding sites were detected in the promoter regions of *mcpZ*, *pilA1*, *flaA* and *divJ* and these binding sites overlapped with regions containing previously identified CtrA consensus sequences [11]. 

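On the arrays at 4 h, mcpZ (SMc00765), which S4 Table lists beside a chromosomal peak at 775481, had a log2 fold change of -2.18 on depletion (standard error 0.40, limma adjusted p = 0.00637). It was not called without the first +IPTG array at 4 h (adjusted p = 0.0587) or with the replicate number as a block (adjusted p = 0.0584), and over all alternatives the lowest adjusted p was 8.33e-05. pilA1 (SMc04114), beside the peak at 160449, was saturated on every control array and was at least 4.23-fold higher there than in depleted cultures. Its adjusted p was 0.151, and from 1.6e-05 to 0.521 over all alternatives. flaA, whose log2 fold change was -3.46 (standard error 0.32), lies beside peaks at 730958 and 732509, and divJ beside a peak at 1093187. S4 Table marks flaA as facing away from the peak at 732509.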

In order to confirm the direct transcriptional control of these genes by CtrA, their promoters were fused with *lacZ* and tested for their dependency on CtrA. Results showed that CtrA is a direct positive regulator of those genes (S4A Fig). 

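Among genes that S4 Table lists beside a ChIP-Seq peak, rcdA, cpdR1, ccrM and pleC were called at none of 1, 2 and 4 h (limma). At 4 h rcdA (SMc03989) was saturated on every control and every depleted array, so no fold change can be given for it. The log2 fold change of cpdR1 (SMc04044), with 3 of 6 control spots at the top of the range, was -0.18, that of ccrM (SMc00021) -0.79 and that of pleC (SMc02369) 0.16, each with an adjusted p of 1.00. With 4 h fitted alone and the replicate number as a block, the adjusted p of ccrM was 0.00291, the lowest over all alternatives, at a log2 fold change still short of the threshold. At 2 h the log2 fold change of ccrM was -1.71 (standard error 1.00, adjusted p = 0.397) and that of pleC 1.47 (standard error 0.45, adjusted p = 0.117). The SD of ccrM between replicates at 2 h was 1.03 in control and 1.72 in depleted cultures, so that a change of its size was not detectable there. Without the third +IPTG array at 2 h pleC was called (adjusted p = 0.00834), and over all alternatives its adjusted p at 2 h reached 0.696.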

Several genes were found to be bound by CtrA in the ChIP-Seq experiment (i.e. *rcdA*, *cpdR1*, *ccrM* and *pleC*), but not found to be differentially regulated in the CtrA depletion microarray. It is possible that these genes are direct transcriptional targets of CtrA, but the effect of CtrA depletion on their expression was missed due to the stringent cutoffs of the microarray data analysis (see Materials and Methods). These genes could also be subject to multiple levels of transcriptional regulation, which could compensate for the absence of CtrA in the system. Therefore, we used quantitative PCR and *lacZ* fusions to independently measure the effect of CtrA depletion on the expression of *rcdA*, *cpdR1*, *ccrM* and *pleC*. We found that *ccrM*, whose promoter was bound by CtrA in the ChIP-Seq analysis (Fig 3C), was significantly downregulated (Fig 3D) while *pleC*, *cpdR* and *rcdA* gave no significant changes consistent with the microarray analysis (S4 Fig).

### Identification of the direct and indirect regulons of *S*. *meliloti* CtrA

Combining our gene expression data from the CtrA depletion microarray and the CtrA ChIP-Seq analysis we were able to identify both the direct and indirect regulons of CtrA in *S*. *meliloti*. A total of 54 genes were both differentially expressed upon CtrA depletion and bound by CtrA in the ChIP-Seq analysis. These genes represent the experimentally determined direct regulon of *S*. *meliloti* CtrA and include genes encoding components of the cell envelope, motility and chemotaxis regulators, and signaling proteins (Fig 4A). 

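S4 Table lists 198 peaks with 360 ORFs beside them, of which 344 have a probe. Of the called genes, 47 are among these (Fisher's exact test, two-sided, p = 3.66e-22). They include ctrA, whose transcription is set by IPTG in this strain. With each time point fitted alone the number was 73. S4 Table marks some ORFs as facing away from a peak or overlapping it, and 235 carry no such mark. Over these 235 the median log2 fold change at 4 h was -0.12, against 0.03 over all genes, and 144 were below 0. As a set the list gave p = 2.59e-37 towards lower values (camera with the inter-gene correlation set at 0.01, run on 222 ORFs with a value on every array), but the other splits of the arrays at 4 h gave p from 2.10e-21 to 1.50e-06 as well. With the correlation estimated the p was 1.38e-08 and the other splits gave 0.000523 to 0.0385, and with fry it was 3.97e-08 and they gave 0.207 to 0.345. Each of the other splits sets 2 depleted arrays and 1 control array against the reverse and so keeps part of the difference. Of the 235, 36 were called lower at 4 h (15.3%), against 0.621% of genes beside no peak.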

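Of the called genes, 115 lie beside no ChIP-Seq peak of S4 Table. With the replicate number as a block there were 73 such genes, and with the authors' deposited values 91. Of those called lower at 4 h, 36 lie beside no peak, and their median log2 fold change at 4 h was -2.34, where the 37 beside a peak had a median of -2.55.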

The remaining 72 genes, which were differentially regulated upon CtrA depletion but not bound by CtrA in the ChIP-Seq experiment, comprise the indirect CtrA regulon in *S*. *meliloti* (Fig 4B). The proteins encoded by these genes are involved in many different cellular functions, with the most represented functional groups being motility and chemotaxis genes, metabolism genes and hypothetical genes (Fig 4B).

**Fig 4:**
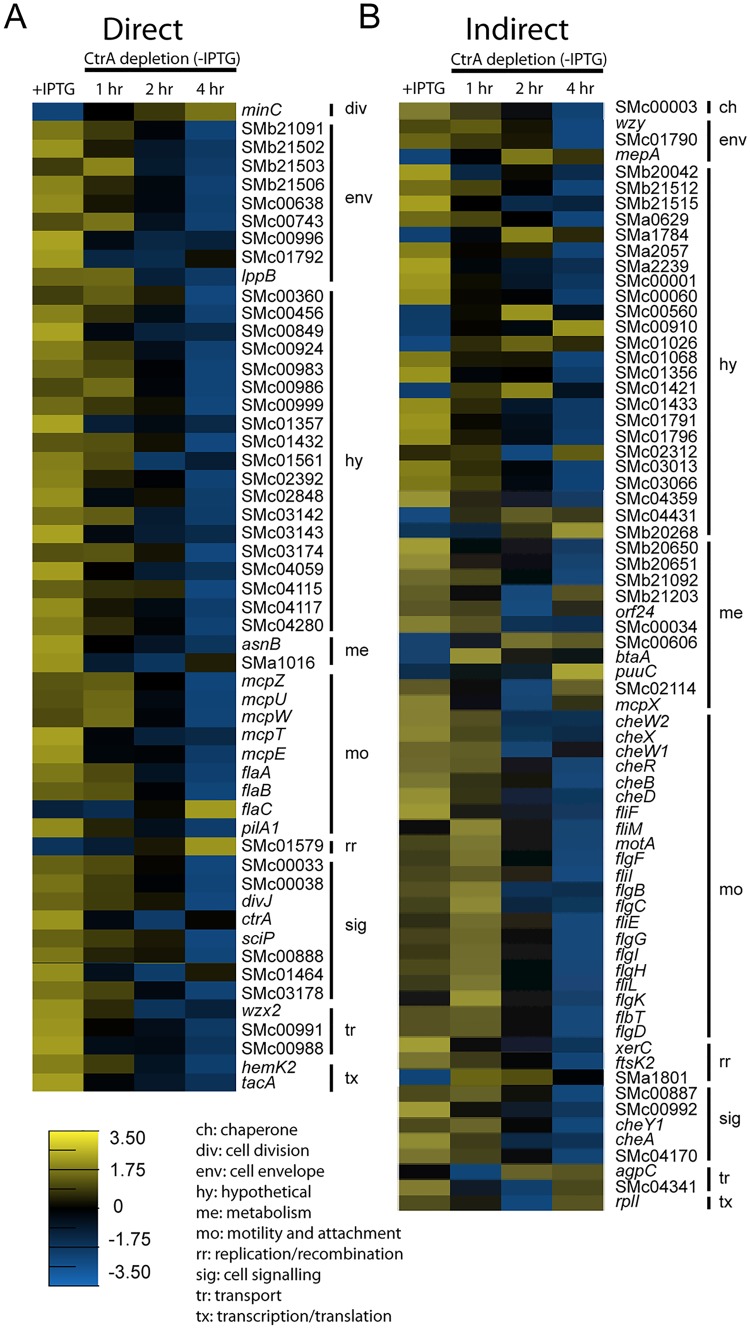
Expression profiles of direct and indirect targets of CtrA upon CtrA depletion. Expression profile of genes directly (A) and indirectly (B) controlled by CtrA. Shown are the average log2 expression levels for each gene in control cells (+IPTG) and the average log2 expression levels for each gene across each time point in cells depleted of CtrA (-IPTG). The scale for expression level is at the bottom of figure panel. Genes are grouped by functional classification explained in the legend on the bottom.

Taking advantage of previous analysis of transcription start sites (TSSs) in *S*. *meliloti* [39] we mapped the ChIP-seq peaks of the 54 genes of the direct regulon of CtrA with respect of their TSSs (S8 Table). Out of 54, 36 genes had a TSS downstream the ChIP-seq peak; also we mapped the predicted CtrA binding sites, defined as full or half sites as previously described [18], identifying CtrA predicted motifs in 47/54 promoters. This analysis suggests that ChIP-seq data are consistent with CtrA binding promoters of genes, whose expression change was detected by microarrays.

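At 4 h mcpU (SMc00975) had a log2 fold change of -3.45 (standard error 0.46, limma adjusted p = 0.000274) and mcpW (SMc01469) one of -2.73 (standard error 0.58, adjusted p = 0.0201), which was not called once any 1 of the 6 arrays at 4 h was left out. mcpT (SMc01719) fell by 2.09 on the log2 scale (adjusted p = 0.0608, and from 4.54e-05 to 0.276 over all alternatives). Unlike flaA and flaB, the flagellin gene flaC (SMc03040) was higher in depleted cultures, at 1.94 ± 0.14 (SD, n = 3) against 0.13 ± 0.09 (SD, n = 3) in control cultures, under every normalization tried. Its log2 fold change was 1.81 (standard error 0.43, adjusted p = 0.052, and from 1.72e-05 to 0.231 over all alternatives). Of its 6 spots on the depleted arrays 4 were at the top of the scanner's range.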

The majority of motility and chemotaxis genes are indirect targets of CtrA with the exception of the methyl-accepting chemotaxis genes *mcpT*, *mcpU*, *mcpW* and *mcpZ*; the flagellin genes *flaA*, *flaB* and *flaC*; and the pili gene *pilA1*. The genes encoding the primary flagellar apparatus of *S*. *meliloti* (i.e. *flgBCDH* and *fliEFIL*) were indirectly regulated by CtrA (Fig 4B), which is different from the direct regulation of these genes observed in *C*. *crescentus* [18]. This observation reinforces the hypothesis of a transcriptional regulatory hierarchy of *S*. *meliloti* flagellar and chemotaxis genes [40] and suggests that CtrA regulates the transcription of most of these genes with the exception of *fla* and *mcp* genes indirectly through secondary regulators. 

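None of these 8 genes lies beside a peak of S4 Table, and all had a negative log2 fold change at 4 h, with every depleted array below every control array. It was -2.53 for flgH, -2.18 for fliE, -2.77 for fliF, -2.36 for fliI and -2.54 for fliL, each called, with adjusted p between 0.00102 for fliF and 0.0139 for flgH. The log2 fold changes of flgB (-2.45, adjusted p = 0.0503) and flgD (-1.80, adjusted p = 0.581) did not pass the threshold, nor did that of flgC (standard error 0.70, adjusted p = 0.155). Over all alternatives the adjusted p ranged from 0.00117 to 0.357 for flgB, which was called with the replicate number as a block (adjusted p = 0.0301), from 0.000633 to 0.699 for flgC and from 0.00148 to 1.00 for flgD. The call of flgH was made in 2 of the 6 fits that left out an array of that time point, and that of fliE was lost without the second depleted array (adjusted p = 0.0698).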

Because the promoter of the two-component response regulator *rem* contained a CtrA-binding motif and Rem regulates flagellar and chemotaxis genes, it was postulated that Rem could be the intermediate regulator [41]. However, *rem* was not differentially expressed in our CtrA depletion microarray experiment, nor was it directly bound by CtrA in our ChIP-Seq analysis, suggesting that CtrA likely acts through a different secondary regulator to control the transcription of flagellar and chemotaxis genes during the cell cycle (S4B Fig) [40,41].

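The log2 value of rem (SMc03046) at 4 h was -0.25 ± 0.07 (SD, n = 3) in control and -1.55 ± 0.34 (SD, n = 3) in depleted cultures, a log2 fold change of -1.30 (standard error 0.75, limma adjusted p = 1.00). A fit of 4 h alone called rem (adjusted p = 0.00358, and 0.00204 with the replicate number as a block as well), and over all alternatives the adjusted p reached 1.00. At 6 h the log2 ratio of the single depleted to the single control array was -2.40. At 2 h the log2 fold change was 0.59 (adjusted p = 0.72), with an SD of 1.89 between control cultures.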

In *C*. *crescentus*, CtrA directly activates the expression of antagonists of CtrA function (e.g. *cpdR*, *rcdA*, *clpP*, *sciP*, and *divK*) [11,27]. 

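S4 Table lists sciP beside a chromosomal peak at 2920148. On the arrays at 4 h its log2 value was 1.95 ± 0.07 (SD, n = 3) in control cultures, where the probe was saturated, and -0.52 ± 0.06 (SD, n = 3) in depleted cultures. With each array of that time point left out in turn, its adjusted p stayed between 0.00107 and 0.00144. That of divJ stayed between 0.00322 and 0.00658.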

Interestingly, we found that only the direct regulation of *sciP* and *divJ* by CtrA was conserved in *S*. *meliloti*. SciP is an important modulator CtrA activity in *C*. *crescentus* swarmer cells [42,43]. Previous work has shown that transcription of *sciP* is cell cycle regulated in *S*. *meliloti* and, like in *C*. *crescentus*, activated only in the later stages of the cell cycle [40]. It is interesting that although *S*. *meliloti* does not exhibit the same level of morphological asymmetry as *C*. *crescentus*, the cell cycle and CtrA mediated regulation of SciP is conserved between the two species. Future studies on the function of SciP will provide insights on how this protein regulates CtrA function and the cell cycle. In contrast to *sciP*, the direct regulation of *rcdA* and *cpdR1*, which encode homologs of two proteins involved in regulation of CtrA proteolysis in *C*. *crescentus* by CtrA, was not conserved in *S*. *meliloti*. Although our ChIP-Seq analysis detected CtrA binding sites within the promoter regions of *rcdA* and *cpdR1*, no transcriptional effect was observed under CtrA depletion conditions (S4C Fig). Also unlike the *C*. *crescentus* paradigm, our data indicate that CtrA indirectly regulates *divK* transcription. 

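No peak of S4 Table lies beside divK. At 4 h its log2 value was 0.88 ± 0.27 (SD, n = 3) in control and -0.34 ± 0.05 (SD, n = 3) in depleted cultures, a log2 fold change of -1.22 (standard error 0.54, limma adjusted p = 1.00), and it was called with 4 h fitted alone (adjusted p = 0.00201, and 0.00062 with the replicate number as a block as well). Over all alternatives the adjusted p reached 1.00.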

The architecture of transcriptional control by CtrA on the DivK module in *S*. *meliloti* (*divJ* and *cbrA* are directly- while *divK* is indirectly-controlled) is very different from *C*. *crescentus* control by CtrA, which is only on *divK* [27]. Thereby this complex architecture gives an additional degree of freedom in the primary negative feedback loop that regulates CtrA function in *S*. *meliloti*.

We also found that CtrA directly regulates the expression of 19 hypothetical proteins and indirectly regulates the expression of 24 hypothetical proteins in *S*. *meliloti* (Fig 4B). 

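S3 Table describes 22 genes beside a ChIP-Seq peak and 25 beside none with the word hypothetical, which need not be the classes drawn in Fig 4B. Of the 22 beside a peak, 19 were called and 21 were lower at 4 h, with log2 fold changes from -3.92 to 1.23. Of the 25 beside no peak, 20 were called and 19 were lower at 4 h, with a median log2 fold change of -1.68.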

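Among genes that S3 Table describes as conserved hypothetical, SMc00910, SMc02312 and SMc02848 were not called at 1, 2 or 4 h. At 4 h the log2 fold change was -0.05 for SMc00910, 0.01 for SMc02312 and -1.11 for SMc02848 (limma, adjusted p = 0.254, and from 0.000206 to 1.00 over all alternatives). At 2 h it was 1.38 for SMc00910 (standard error 0.36, adjusted p = 0.0647) and -0.84 for SMc02312 (standard error 0.60, adjusted p = 0.489). Over the settings tried with all arrays of that time point, the adjusted p at 2 h ranged from 0.0109 to 0.650 for SMc00910 and from 0.0249 to 0.839 for SMc02312.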

Ortholog analysis using Microbes Online [44] revealed that orthologs of most of these hypothetical genes are not present in *C*. *crescentus*, except for SMc00910, SMc02312 and SMc02848 (CC0705, CC2340 and CC3721, respectively in *C*. *crescentus*). However these genes are not regulated by CtrA in *C*. *crescentus* [18]. It will be especially interesting to determine the role of these genes in the cell cycle and physiology of *S*. *meliloti* in future work.

Our data also revealed that *minC* and *minD* are the only characterized cell division genes directly controlled by CtrA in *S*. *meliloti* (Fig 4A). 

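At 4 h minC (SMb21524), which lies on pSymB beside a peak at 1447964 that S4 Table marks as overlapping, was the only gene called higher on depletion. Its log2 value was 0.46 ± 0.29 (SD, n = 3) in control cultures. In depleted cultures every spot was saturated, so its transcript was at least 2.97-fold higher there (limma, adjusted p = 0.0382). The call was lost when any 1 of the 6 arrays at 4 h was left out (adjusted p 0.0882 to 0.274). In other settings the number of genes called higher at 4 h was 1 with the replicate block and 3 with normexp. It was 4 with quantile normalization, 4 with the authors' deposited values and 6 with 4 h fitted alone. minD was not analysed here.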

The analysis revealed that CtrA is a repressor of *minCD* transcription, strongly suggesting that CtrA contributes to the expression pattern of *minCD* observed during the *S*. *meliloti* cell cycle [30]. In *S*. *meliloti* and many other bacteria, MinC and MinD repress cell division by inhibiting FtsZ polymerization and Z-ring formation [45]. In *S*. *meliloti*, CtrA may promote FtsZ polymerization and cell division by repressing *minCD* in predivisional cells. Placement of the Z-ring is not regulated by the Min system in *C*. *crescentus* and instead CtrA directly controls the transcription of *ftsQA* [18,46,47]. Thus CtrA regulation of cell division in *S*. *meliloti* may have specifically evolved to control FtsZ polymerization indirectly through the Min system.

In order to test this possibility we used M12 phage to transduce a *min* operon deletion cassette [37] into the *ctrA* depletion strain (BM249). Since the *min* operon is dispensable for proper growth of *S*. *meliloti* [37] this strain (EB1441) was viable when grown in 1mM IPTG. We hypothesized that deletion of the *min* cassette may partially rescue the arrested cell division phenotype of the *ctrA* depletion strain, however without supplemental IPTG EB1441 was unable to divide normally (no colonies were recovered after 7 days transducing the *min*::Spec without IPTG). However, when EB1441 was grown in 1mM IPTG and then transferred in to medium lacking IPTG (CtrA-loss of function) EB1441, similar cell division defects as the *ctrA* depletion strain were observed (S7 Fig). This result indicates that, although the overexpressed *min* system may contribute to the cell division defect of the CtrA depletion, it is not the only mechanism involved. For example, nucleoid occlusion may serve as a potent mechanism to block cell division, especially due to the severe amplification of the genome in CtrA depleted cells [48]. Moreover, CtrA may act on cell division through unknown genes of its regulon that may have an important role in *S*. *meliloti* cell division control.

### Regulated proteolysis, but not transcriptional autoregulation is an important mechanism of CtrA regulation in *S*. *meliloti*

Bioinformatic prediction [11], our ChIP-Seq experiment and DNase I footprinting analysis [28] identified several CtrA binding sites in both the P1 and P2 promoter region of *ctrA* (Fig 5B). To determine if the *ctrA* auto-regulation observed in *C*. *crescentus* was conserved in *S*. *meliloti*, the *lacZ* fusions of *ctrA* P1 and P2 were tested in the *ctrA* depletion strain (Fig 5A). Upon *ctrA* depletion, both P1 and P2 showed mild changes of expression compared to non-depleted cells suggesting that, differently from *C*. *crescentus*, *S*. *meliloti* CtrA does not strongly activate its own promoters (Fig 5C). However, we observed a mild but significant decrease of CtrA expression by P1 in CtrA depleted cells compared to cells supplemented with IPTG, suggesting that CtrA may positively regulate its own transcription at P1, but CtrA depletion had no significant effect on transcription from P2 (Fig 6A). Thus, contrary to *C*. *crescentus* where P2 is strongly regulated by CtrA, *S*. *meliloti* CtrA only weakly activates its P1 promoter. Therefore, it is likely that other factors are involved in the transcriptional regulation of CtrA in *S*. *meliloti*, and future work will focus on identification of these regulators.

**Fig 5:**
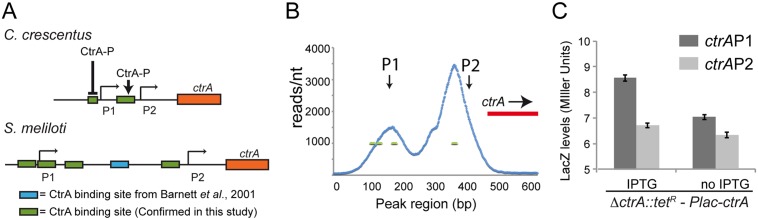
Structure of the *ctrA* promoter in *S. meliloti*. A. Promoters of *ctrA* in *C*. *crescentus* and *S*. *meliloti*. Both promoters have two transcriptional sites (P1 and P2). In *C*. *crescentus* P2 is activated by CtrA-P while P1 is activated by GcrA and repressed by CtrA-P [20,64,72]. In *S*. *meliloti* the P1 and P2 transcriptional start sites have been previously defined by primer extension [28]. ChIP-Seq results identified 4 binding sites of CtrA in *S*. *meliloti* upstream P1 and P2 while previously a fifth one was discovered by DNase I footprinting [28]. The presence of CtrA binding sites suggests a potential control of transcription by CtrA; B. Details of the ChIP-Seq using antibodies against CtrA (blue) of the *ctrA* promoter region. C. Promoters P1 and P2 were fused to *lacZ* measuring the beta—galactosidase activity depleting CtrA for 4 hours.

**Fig 6:**
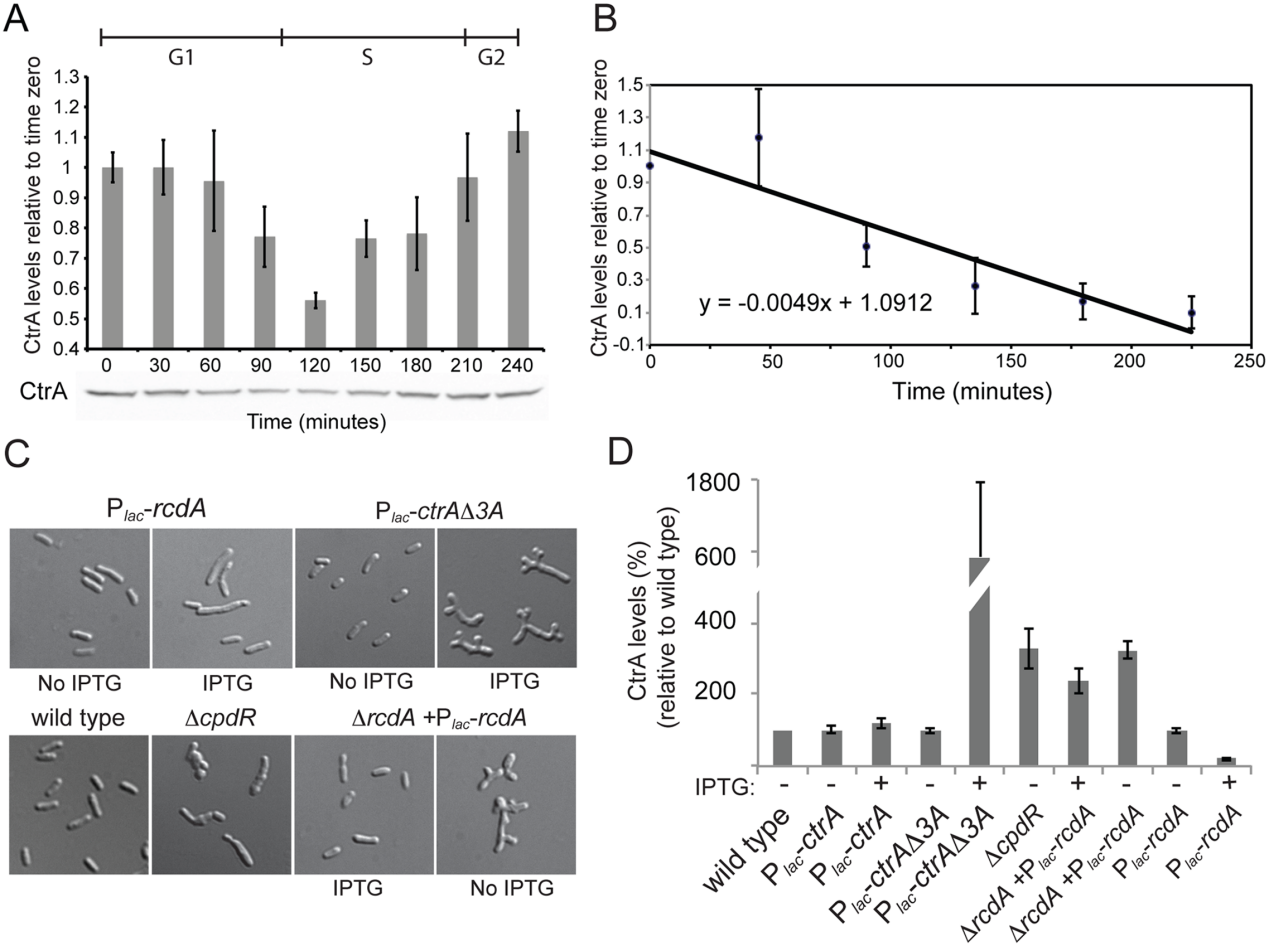
Proteolysis of CtrA is essential in *S*. *meliloti* and requires at least CpdR, RcdA and the last three amino acids of CtrA. A. CtrA protein level changes during the cell cycle with a minimum around 120 min that corresponds to the G1-S transition [40]. Cells were synchronized and samples were collected every 30 minutes. CtrA antibodies were used to detect the protein level, protein levels were normalized for cell number and error bars represent standard error; B. Pulse-chase experiment of showing decrease over time of radiolabeled CtrA in *S*. *meliloti* cells. Values are averages from three separate experiments and the error bars represent standard deviation. C. Morphology of CtrA degradation defective mutants. CpdR^-^ [29], although barely vital, shows compromised cell morphology. Cell depleted of RcdA for 7 hours also have altered morphology. Over-expression of *rcdA* for 7 hours causes cell elongation and division defects (Fig 1C). Overexpression of a stable version of CtrA (lacking the last three amino acids) for 7 hours causes altered cell morphology similar to that of the RcdA depletion strain. D. CtrA protein levels (% of CtrA in wild type cells) in the genetic backgrounds described in the panel C. Cell lysates were normalized for protein content, error bars represent standard error of three different replicates.

Another important mode of CtrA regulation in *C*. *crescentus* is regulated proteolysis by the ClpXP protease [49]. It is unknown whether CtrA activity in *S*. *meliloti* is subject to a similar posttranslational regulatory network as it is in *C*. *crescentus*. The regulated proteolysis of CtrA is especially interesting in the context of *S*. *meliloti* symbiosis since regulated proteolysis represents an efficient mechanism by which CtrA could be eliminated from differentiating bacteroids [33–35]. To shed light on the mechanism of CtrA regulation in *S*. *meliloti* and to understand how CtrA levels may be downregulated in the bacteroid during symbiosis, we first checked if CtrA protein levels dynamically changed over the cell cycle as in *C*. *crescentus*. *S*. *meliloti* cells were synchronized as previously described [30] and CtrA levels were measured over the course of the cell cycle by immunoblotting (Fig 6B). We observed a drop in CtrA levels around the G1-S transition in a similar fashion as in *C*. *crescentus*. Although *S*. *meliloti* CtrA contains a putative C-terminal ClpX targeting tag [22], it has not been demonstrated that *S*. *meliloti* CtrA is subject to the same cell cycle regulated proteolysis as observed in *C*. *crescentus* [21,22]. To test whether *S*. *meliloti* CtrA may be regulated by proteolysis during the cell cycle, we determined the half-life of CtrA using pulse/chase analysis. We pulsed mid-log phase cultures with ^35^S-labeled methionine and cysteine, chased with unlabeled methionine and cysteine, and pulled down the *S*. *meliloti* CtrA protein using a *C*. *crescentus* CtrA polyclonal antibody [50]. We directly determined the half-life of ^35^S labeled *S*. *meliloti* CtrA to be 141 minutes during a ~220 minute cell cycle (Fig 6B), as compared to the 53 minute half-life of *C*. *crescentus* CtrA in unsynchronized culture during a 160 minute cell cycle [19,20]. These results suggest that CtrA in *S*. *meliloti* is subjected to active proteolysis although it is difficult to directly compare half lives between the two species due to the likely differing ratios of G1-arrested and dividing cells in unsynchronized cultures.

We next wanted to test the effect of inhibiting CtrA proteolysis in *S*. *meliloti* to assess its importance in cell cycle regulation. In *C*. *crescentus*, both *ctrADD*, where the C-terminal alanine residues were converted to aspartate residues, and *ctrAΔ3*, where the last three amino acids were deleted, produce stabilized versions of CtrA [21,22]. We first attempted to introduce these two alleles of *ctrA* into *S*. *meliloti* to assess the effects of CtrA stabilization. Introducing both the *ctrADD* and *ctrAΔ3* allele to *S*. *meliloti* via expression from a medium copy plasmid or by direct integration into the native *ctrA* locus by the *sacB* suicide method yielded no transconjugants, suggesting that the stable derivatives of CtrA are lethal in *S*. *meliloti*. To confirm the lethality of these putative non-degradable CtrA alleles in *S*. *meliloti*, *ctrAΔ*3 was cloned into an inducible pSRK-Km derivative plasmid under a P_*lac*_ promoter and mated into *S*. *meliloti*. Upon induction of CtrAΔ3 expression loss of viability was observed (S5 Fig), with dramatic cell cycle morphological defects after 6 hours of induction (Fig 6C) that corresponded with increased CtrA protein levels (Fig 6D). Our results hence suggest that proper proteolytic regulation of CtrA levels are essential in *S*. *meliloti*.

If proteolysis of CtrA is essential in *S*. *meliloti*, mutations in genes coding for putative co-factors of proteolysis should lead to severe phenotypes and result in an abnormal increase of CtrA levels. CpdR and RcdA both play a crucial role in controlling CtrA proteolysis in *C*. *crescentus* [26,51]. CpdR was previously shown to have physiologically important roles in *S*. *meliloti* but its direct link to CtrA proteolysis was not examined [29]. Immunoblotting revealed that CtrA levels were *ca*. 3 times higher in a *cpdR1* mutant relative to wild type cells (Fig 6D), consistent with a role for CpdR1 in promoting CtrA degradation in *S*. *meliloti* and suggesting that the striking phenotype of a *cpdR1* mutant might be due, in part, to elevated CtrA levels (Fig 6C) [29]. However, when we attempted to construct a *ΔrcdA* derivative of *S*. *meliloti*, we could only do so in the presence of plasmid bearing the *rcdA* gene expressed under its native promoter or P_*lac*_ (S5 Table). We were also unable to transduce the *Δrcd*A into wild-type *S*. *meliloti* in the absence of ectopically expressed *rcdA* (S5 Table), further indicating that *rcdA* is an essential gene in *S*. *meliloti*.

To gain insights onto how RcdA affects cell viability and CtrA protein levels, we used the previously described pSRK system to create a *rcdA* depletion strain. Cells depleted of RcdA were elongated and branched with irregular and enlarged bodies, a phenotype reminiscent of cells lacking *cpdR1* and cells expressing non-degradeable CtrAΔ3 protein [29] (Fig 6C). We next examined the effect of varying RcdA levels on CtrA levels by immunoblotting. CtrA levels were elevated in the *rcdA* depletion and were reduced under conditions of *rcdA* overexpression (Fig 6D). Collectively, these results strongly suggest that, as in *C*. *crescentus*, RcdA, CpdR and the last three amino acids of CtrA are all required for correct proteolysis of CtrA. Differently from *Caulobacter*, proteolysis plays an essential role in *S*. *meliloti* as any impairement of CtrA proteolysis causes a cell cycle arrest.

## Discussion

In this work we present significant progress towards the understanding of *S*. *meliloti* cell cycle regulation and differentiation in bacteroids, specifically involving the conserved master cell cycle regulator CtrA (Fig 7A). We showed that CtrA-deprived cells are unable to divide, exhibit cell elongation, branching and a sharp increase in DNA content. These combined phenotypes result in a clear loss of viability. Through microarray-based gene expression analysis coupled with ChIP-Seq analysis we defined the direct and indirect regulons of CtrA and discovered that, in agreement with the loss of function phenotypes, CtrA acts as a transcriptional regulator controlling essential functions that are required for proper cell cycle progression, such as cell division, chromosome methylation, motility and cell envelope biogenesis. Similarly to *C*. *crescentus*, CtrA is subjected to several regulatory mechanisms. We showed that the concentration of CtrA drops at the moment of the G1 to S transition similarly to *C*. *crescentus* [22]. Taken together with the striking genome amplification observed during CtrA depletion, these data suggest that CtrA is a repressor of DNA replication initiation that must be inactivated at the G1-S transition and perhaps during bacteroid differentiation. Furthermore, perturbations of the last three C-terminal residues of CtrA results in a marked accumulation of CtrA protein, suggesting that like in *C*. *crescentus*, *S*. *meliloti* CtrA levels are regulated by proteolysis, likely by the ClpXP protease [49]. We also found that levels of CtrA are higher in mutants lacking functional CpdR and RcdA, which are key regulators of CtrA proteolysis in *C*. *crescentus* [26,51]. Surprisingly, however, unlike *C*. *crescentus*, the disruption of CtrA proteolysis is lethal in *S*. *meliloti* as both deletion of *rcdA* and expression of *ctrAΔ3* are lethal.

**Fig 7:**
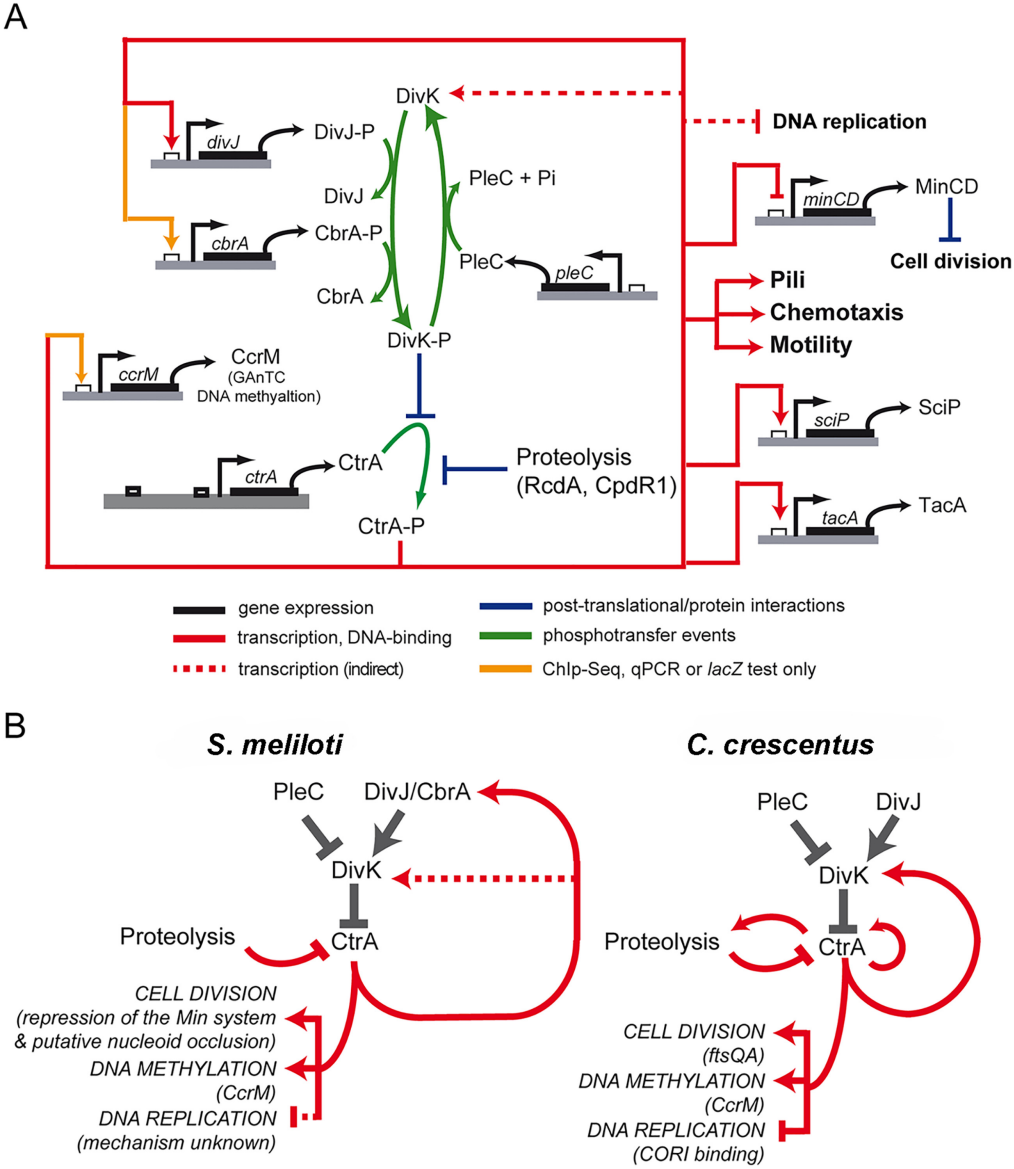
Model of CtrA network in *S*. *meliloti*. A. Scheme of genes regulated by CtrA. As reported in the legend two kinds of connections are reported: in red those confirmed by both ChIP-Seq and microarray and in yellow those not detected by microarrays but confirmed by other techniques. Phosphorylation of CtrA is essential [28] and the roles of DivJ, PLeC and CbrA have been previously described [33]. Despite the representation here, there is no indication of the preferred form of CtrA subjected to proteolysis. CtrA working on the promoters of genes is a simplification to represent of the direct effect of CtrA on transcription of the gene. B. Comparison between the circuit regulating cell cycle in *S*. *meliloti* and *C*. *crescentus*. Although the two organisms share the same logic of cell cycle regulatory circuit, differences in the factors connected and involved in the regulation of specific functions are present.

The comparison between the *S*. *meliloti* CtrA circuit architecture with *C*. *crescentus* helped us to understand several general principles of the alphaproteobacterial cell cycle (Fig 7B). First, CtrA plays a crucial role in directly regulating genes involved in motility, chemotaxis and cell division. Motility was identified as an ancestral functional of this regulator in *Magnetospirillum magnetotacticum* and other alphaproteobacteria [13]. In most cases, however, the regulation of these similar processes is achieved through the control of different target genes. For example, CtrA controls cell division through *ftsAQ* in *C*. *crescentus*, while in *S*. *meliloti* this control is likely carried out by other means, such as CtrA repression of the Min system together with other unknown mechanisms, including for example nucleoid occlusion. This suggests that the CtrA regulon has changed significantly during the evolution of alphaproteobacteria and that different regulatory networks have evolved in the same phylogenetic group. A second general feature of the CtrA circuit in alphaproteobacteria concerns the link between CtrA and the DivK/DivJ module, which directly controls the phosphorylation status and indirectly controls the stability of CtrA. In both *C*. *crescentus* and *S*. *meliloti*, this module is controlled by CtrA via transcriptional regulation. In *C*. *crescentus* this important feedback loop is routed through the *divK* promoter, which is directly activated by CtrA [20]. In *S*. *meliloti*, *divK* transcription is only indirectly affected by CtrA depletion, and instead, CtrA feedback regulation of this module happens directly through the transcriptional activation of *divJ* by CtrA (Fig 7). The gene encoding the DivJ cognate kinase, *cbrA*, may also regulated directly by CtrA as its promoter was bound in the CtrA ChIP-Seq experiment, but significant differential expression of *cbrA* under conditions of CtrA depletion was only detected by *lacZ*-fusions and not by microarrays (S6 Fig). 

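S4 Table, which gives best hits, lists no peak beside cbrA (SMc00776), while the paper shows reads over its promoter in S6 Fig. On the arrays the log2 fold change of cbrA was -1.32 at 2 h (standard error 0.44, limma adjusted p = 0.138) and -1.16 at 4 h (standard error 0.44, adjusted p = 0.796). With 4 h fitted alone and the replicate number as a block it was called (adjusted p = 0.000116), and over all alternatives the adjusted p at 4 h reached 1.00. At 2 h its log2 value was -0.89 ± 0.28 (SD, n = 3) in control and -2.22 ± 0.87 (SD, n = 3) in depleted cultures, and at both times every depleted array lay below every control array.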

Previous work has found that altering the native promoter of *divK* in *C*. *crescentus* causes severe cell cycle defects [27], while in *S*. *meliloti* altering *divJ* transcription leads to an uncoordinated progression through the cell cycle, in particular, its overexpression causes a G2 block [33]. These and other interesting divergences in the wiring of the *S*. *meliloti* and *C*. *crescentus* cell cycle network are just the tip of the iceberg in uncovering how alphaproteobacteria have evolved species-specific wiring of these highly conserved cell cycle components to fit their unique lifestyles and diverse cellular differentiation programs.

Perhaps most importantly towards the understanding of symbiotic interactions with legume hosts, our findings provide insight into how *S*. *meliloti* cell cycle regulation may be altered during bacteroid differentiation to produce the bacteroid phenotypes of cell elongation and endoreduplication. Within the host nodule cells, *S*. *meliloti* is exposed to a microaerobic environment, which activates the FixJ/FixL two-component system. Activation of this system elicits a significant transcriptional response including expression of genes coding for the nitrogen fixation machinery [52–55]. Another important trigger of the bacteroid differentiation process is a large class of nodule-specific cysteine rich (NCR) peptides produced by the host legume [4,7,35]. The specific cellular targets of these peptides are unknown, although recent work has provided strong evidence that at least one of these peptides, NCR247, targets diverse cellular processes in *S*. *meliloti* [7,35,56], including the cell cycle. Furthermore, treatment of *S*. *meliloti* with NCR247 directly affects the transcription of CtrA and many other genes included in the direct and indirect CtrA regulons established in this work [35]. The observations that *ctrA* transcriptional downregulation coincides with bacteroid differentiation within the nodule [34], that CtrA is largely absent from mature bacteroids [33], and that an NCR peptide specifically perturbs the CtrA transcriptional regulon [35] all point to CtrA as an important regulatory node through which the legume host manipulates the bacterial cell cycle. Interestingly the dissection of gene expression changes in the differentiation region of the nodule revealed that the formation of bacteroids is associated increased concentration of *rcdA* transcript [34], which correlates with our observation that *rcdA* overexpression enhances CtrA degradation (Fig 6D). This work provides the first global overview of the CtrA cell cycle regulon in *S*. *meliloti*, which it will facilitate the exploration how NCR peptides and other plant factors affect the function of CtrA and other important cell cycle regulators to drive bacteroid differentiation in *S*. *meliloti*.

## Materials and Methods

### Bacterial strains and growth conditions

The bacterial strains and plasmids used in this study are listed in S6 Table. *E*. *coli* strains were grown in liquid or solid lysogeny broth (LB) (Sigma Aldrich) [57] at 37°C supplemented with appropriate antibiotics: kanamycin (50 μg ml^-1^ in broth and agar), tetracycline (10 μg ml^-1^ in broth and agar) and gentamycin (15 μg ml^-1^ in liquid broth, 20 μg ml^-1^ in agar). *S*. *meliloti* strains were grown in broth or agar TY [58] supplemented when necessary with kanamycin (200 μg ml^-1^ in broth and agar), streptomycin (500 μg ml^-1^ in broth and agar), tetracycline (1 μg ml^-1^ in liquid broth, 2 μg ml^-1^ in agar), spectinomycin (50 μg ml^-1^ in broth and agar) and gentamycin (20 μg ml^-1^ in broth and agar). For negative selection 1% sucrose was added to agar plates. Depletion conditions were tested growing cells to mid-log phase (OD_600_ = 0.6) in media containing IPTG (1mM for *ctrA*, and 80μM for *rcdA*), and then resuspended at OD_600_ = 0.1/0.2, after 2 washes, in media lacking IPTG. Synchronization experiments were performed as described previously [40].

### Strain constructions and general techniques

Deletion mutants of *ctrA* and *rcdA* were constructed by two-step recombination of deletion cassettes, conducted as previously described using derivatives of the integrative plasmid pNPTS138 [33]. The first integration of the plasmid has been done by conjugation; 1 × 10^9^ *S*. *meliloti* and 0.5 × 10^9^ *E*. *coli* S17-1 cells [59] were used and incubated 24 h at 30°C. As simple deletion of the gene was not possible the procedure was performed in strain carrying a complementation plasmid. Deletions were verified by PCR using primers external to the area of recombination (see primers in S7 Table).

Complementation plasmids (pMR10 derivatives) [60], pSRK [36] derivatives (to study depletion and overexpression conditions) and pRKlac290 [61] derivatives (P-*lacZ* transcriptional reporter strains) were introduced by electroporation [62].

For transduction, M12 phage [63] and bacteria (in LB containing 2.5 mM CaCl_2_ and 2.5 mM MgSO_4_) were mixed to give a multiplicity of infection 1/2 (phage per cell). The mixture was incubated at 30°C for 30 min and subsequently plated on LB plates with the appropriate antibiotics [33].

For the efficiency-of-plating (EOP) assays showed in S5 Fig, cultures were grown to mid exponential phase (OD_600_ ≈ 0.55) in TY medium. Each sample was serially diluted up to 10^-6^ in TY, and spread onto TY agar with and without IPTG (1 mM). After 3 to 5 days of growth at 30°C, the number of colonies was determined. The average and standard deviation for each strain were derived from three independent cultures.

B-galactosidase assays and western blots were performed as previously described [64].

More details on cloning are in supporting S1 Text.

### Pulse-chase analysis of CtrA in *S*. *meliloti*

Pulse-chase analysis was performed as described in (Chen, Sabio and Long 2008). *S*. *meliloti* was grown in SMM media to mid-log phase (OD_600_ ~0.6–0.7). Cultures were pulsed with 20uCi of ^35^[S]met and cys EasyTagEXPRESS protein labeling mix (Perkin Elmer) and chased with 100x chase solution (0.4% methionine, 0.3% cysteine). Time points were taken and pelleted at 10,000xg for 3 minutes every 45 minutes including 0 minutes after chase. Each time point was resuspended in 10x TEN (100mM Tris pH8, 10mM EDTA pH8, 0.25 NaN_3_), pelleted and resuspended in 1X TEN and put on ice. Once all time points were collected each sample was pelleted again and then resuspended in 50uL TES (10mM Tris pH8, 1mM EDTA pH8, 1% SDS). All samples were incubated at 100C for 10 minutes, 1mL of IP buffer (50mM Tris, pH7.5, 150mM NaCl, 1% Triton X-100) plus Sigma protease inhibitors (1:250) were added to each tube the pellet was resuspended and the samples were pelleted again. The supernatant was pre-cleared by incubation with 25mL of 50% slurry Protein A agarose (Pierce) at 4C for 20 minutes. 750uL of supernatant was transferred to a new tube and 1uL of CtrA antibody (*C*. *crescentus* CtrA antibody R308 gift of Michael Laub) and 25uL of 50% slurry Protein A agarose and rotated for 4 hours at 4C. Samples were washed 3x with IP buffer and 1x with IP buffer without Triton. Samples were resuspended in 12uL of 2x sample buffer and stored at -80C. Samples were run on 4–20% Tris-HCl gel and the gel was dried. Dried gels were exposed Amersham Biosciences Storage Phosphor Screen and developed using a Typhoon imager.

### Chromatin Immunoprecipitation (ChIp)

Mid-log phase cells (80 ml, OD_600_ of 0.6) were cross-linked in 10 mM sodium phosphate (pH 7.6) and 1% formaldehyde at room temperature for 10 min and on ice for 30 min thereafter, washed thrice in phosphate buffered saline (PBS) and lysed with lysozyme 2.2 mg ml^-1^ in TES (Tris-HCl 10 mM pH 7.5, EDTA 1 mM, NaCl 100 mM). Lysates (Final volume 1ml) were sonicated (Branson Digital Sonicator 450, Branson Sonic Power. Co., www.bransonic.com/) on ice using 10 bursts of 20 sec (50% duty) at 30% amplitude to shear DNA fragments to an average length of 0.3–0.5 kbp and cleared by centrifugation at 14,000 rpm for 2 min at 4°C. Lysates were normalized by protein content by measuring the absorbance at 280 nm; ca. 7.5 mg of protein was diluted in 1 mL of ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl plus protease inhibitors (Roche, www.roche.com/) and pre-cleared with 80 μL of protein-A agarose (Roche, www.roche.com/) and 100 μg BSA. Polyclonal antibodies to CtrA [33] were added to the remains of the supernatant (1:1,000 dilution), incubated overnight at 4°C with 80 μL of protein-A agarose beads pre-saturated with BSA, washed once with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl) and LiCl buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl (pH 8.1) and twice with TE buffer (10 mM Tris-HCl (pH 8.1) and 1 mM EDTA). The protein•DNA complexes were eluted in 500 μL freshly prepared elution buffer (1% SDS, 0.1 M NaHCO_3_), supplemented with NaCl to a final concentration of 300 mM and incubated overnight at 65°C to reverse the crosslinks. The samples were treated with 2 μg of Proteinase K for 2 h at 45°C in 40 mM EDTA and 40 mM Tris-HCl (pH 6.5). DNA was extracted using QIAgen minelute kit and resuspended in 30 μl of Elution Buffer. ChIp DNA sequencing was performed using Illumina MySeq and analyzed as previously described [64]. Raw fastq data are available upon request.

### Microscopy

*S*. *meliloti* cells were grown to mid-log phase, fixed in 70% ethanol, washed and concentrated with GTE (50 mM glucose, 10 mM EDTA, 20 mM Tris,pH 7.5). Bacteroids were extracted as previously described [33]. Samples were stained with Hoechst 33324 (Cf 5μg/ml) and Propidium iodide (Cf 2μg/ml) for 30 minutes at RT. Samples were deposited on microscope slides coated with 0.1% poly-L-lysine. Images were processed with ImageJ [65].

### Microarray hybridization and analysis

Exponential phase cells grown in the presence of 1mM IPTG were pelleted by centrifugation washed twice with 0.85% saline solution, and split into two cultures that contained either 1mM IPTG or no IPTG (CtrA depletion). RNA was isolated from triplicate samples of t = 0 *S*. *meliloti* cells as well as from +IPTG (control) and—IPTG (*ctrA* depleted) 1, 2, 4 and 6 hours after depletion were converted to cDNA and hybridized to custom Agilent microarrays containing 6046 *S*. *melioti* ORF (GPL18182). To determine which *S*. *meliloti* genes may be transcriptionally regulated by CtrA, the log_2_ fold change (logFC) of expression between average triplicate-IPTG and +IPTG samples at 1, 2, and 4 hours were calculated using the *limma* package in R. The 6-hours time point, although highly correlative with the earlier time points, was excluded from the analysis due to a lack of replicate samples. RNA isolation, cDNA synthesis and labeling, and microarray hybridization are as described [40]. Only one channel was used for hybridization.

Data were normalized as previously described [35]. Normalized microarray data of IPTG-treated and non-treated (CtrA-depletion) samples were directly compared by using the Limma package in R [66,67]. A linear model was fitted to the normalized log2 values for each gene at the 1-, 2,- and 4-hour time points and used to generate estimated coefficients and standard errors for the compared samples. Moderated t-statistics, moderated F-statistics and log-odds of differential expression using an empirical Bayes approach were applied to the parameter estimates and standard errors from the linear models for each probe. P-value adjustment for multiple testing was performed using the Benjamini-Hochberg false discovery rate procedure. Genes identified as differentially expressed had logFC values ≥ 1.0 or ≤ –1.0 and an adjusted p value of ≤ 0.05.

For heat map generation, the replicate-average log2 expression values for the 126 differentially expressed gene identified above were row normalized across the time points as described [35]. Normalized values were then clustered by using Gene Cluster 3.0 and the city block similarity metric with complete linkage clustering. For the heat map of direct and indirect targets of CtrA, the average log2 expression for each gene in +IPTG samples (1-, 2- and 4-hour) and the replicate-average log2 expression values for a gene at each time point was row normalized and clustered as described above. The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [68,69] and are accessible through GEO Series accession number GSE68218 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68218).

### FACS analysis

Flow cytometric analysis of DNA content in *S*. *meliloti* cells was performed as previously described [40].

### Quantitative RT-PCR

The 2^-ΔΔCT^ method was used to determine the expression level of indicated genes [70]. The fold change in gene expression in CtrA-depleted cells was plotted relative to gene expression in CtrA-replete cells. The expression level of the control gene *smc00128* [71] was used to normalize expression data in cells replete with CtrA and cells lacking CtrA. Oligonucleotide primers are available upon request.

## Supporting Information

S1 Text Cloning and real time PCR methods. (PDF) Click here for additional data file.

S1 Table Transduction of *tetR* deletion of *ctrA* in different genetic backgrounds. (PDF) Click here for additional data file.

S2 Table List of all genes in all conditions logFC and log2 expression values. (XLSX) Click here for additional data file.

S3 Table Differentially expressed *S*. *meliloti* genes under CtrA depletion conditions. See S1 Text for details. (XLSX) Click here for additional data file.

S4 Table ChIP-Seq best hits. (PDF) Click here for additional data file.

S5 Table Transduction of *tetR* deletion of *rcdA* in different genetic backgrounds. (PDF) Click here for additional data file.

S6 Table Strains and plasmids used in this work. (PDF) Click here for additional data file.

S7 Table Primers used in this work. (PDF) Click here for additional data file.

S8 Table TTSs mapping in the 54 direct targets of CtrA. (PDF) Click here for additional data file.

S1 Fig Western blotting of CtrA depleted cells (BM249) in comparison with wild type. (PDF) Click here for additional data file.

S2 Fig Nomarski (DIC) and fluorescence microscopy of bacteroids (isolated from active nitrogen fixing nodules), wild type cells and Δ*ctrA* + P_lac_-*ctrA* without (6h depletion) and with 1mM IPTG stained with Hoechst 33342 and propidium iodide (PI). “Heat-treated” indicates 10-min treatment at 70°C, as in Mergaert et al., 2006 (Scale bar = 5 μm).
(PDF) Click here for additional data file.

S3 Fig qPCR of genetic markers of each replicon of *S*. *meliloti*. (PDF) Click here for additional data file.

S4 Fig **A. β-galactosidase assays of genes of Fig 3B B.** Fold change in *rem* expression in cells after depletion of CtrA (-I, IPTG) for two hours relative to control cells expressing CtrA (+I). Expression of *rem* was normalized to the expression of the control gene *smc00128*. Shown are data from a representative biological replicate. Error bars indicate standard error. C. Fold change in *cpdR1* and *rcdA* expression in cells after depletion of CtrA (-I, IPTG) for four hours relative to control cells expressing CtrA (+I). Expression of *cpdR1* and *rcdA* was normalized to the expression of the control gene *smc00128*. Data are shown from a representative biological replicate. Error bars indicate standard error.
(PDF) Click here for additional data file.

S5 Fig Overxpression of *ctrA*Δ3A is not tolerated by cells. Triplicate cultures of Rm1021 + P_lac_ (EB261) and Rm1021 + P_lac_ *ctrA* (EB776) were assayed for growth inhibition by CtrA overexpression plating in presence (grey bars) or not (black bars) of 1mM IPTG. The number of colonies was determined after 4 to 5 days of growth without IPTG at 30°C (further incubation of the plates did not result in the appearance of additional colonies).
(PDF) Click here for additional data file.

S6 Fig Transcription of *cbrA* depends on CtrA. A. ChIP-Seq of the *cbrA* promoter region. In blue the plot of reads per nucleotide measured by ChIP-Seq analysis in a 600bp long region including the beginning of the coding sequence (in red). No transcriptional start site has been experimentally identified for *cbrA*. Green lines represent predicted CtrA binding site. B. Fold change in *cbrA* expression in cells after depletion of CtrA (-I, IPTG) for two hours relative to control cells expressing CtrA (+I). Expression of *cbrA* was normalized to the expression of the control gene *smc00128*. Shown are data from a representative biological replicate. Error bars indicate standard error. C. Beta-galactosidase activity assay using a LacZ fusion of the *cbrA* promoter in cells after depletion of CtrA (-I, IPTG) for two hours relative to control cells expressing CtrA (+I).
(PDF) Click here for additional data file.

S7 Fig CtrA depletion in strains BM249 (Δ*ctrA* + P_lac_-*ctrA*) and EB1441 (Δ*ctrA* + P_lac_-*ctrA* + Δ*minCDE*). Bar corresponds to 2 μm. (PDF) Click here for additional data file.

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S1 Text

## SUPPORTING INFORMATION

### Cell cycle control by the master regulator CtrA in *Sinorhizobium meliloti*

#### SUPPORTING METHODS

##### *Plasmids construction*

Deletion cassettes for *ctrA* and *rcdA*, were obtained amplifying by PCR (Pfu-turbo, Agilent) two fragments of about 1000 bp long corresponding to the upstream (primers named P1–P2, see Table S8) and downstream (primers named P3–P4, see Table S5) regions of the target genes. The fragments obtained were digested with specific restriction enzymes for directional forced cloning along with the tetracycline resistance cassette into pNPTS138 [71] (Skerker et al. 2005). All plasmids were sequenced for verification. The first six and last 12 codons of each gene deleted were left intact to protect against disruption of possible regulatory signals for adjacent genes.

For complementation plasmids, *ctrA* and *rcdA* and their putative promoter regions were amplified by PCR using the Rm1021 genomic DNA as template and primers named P1 and P4 were used for *ctrA* and *rcdA* (Table S5). Fragments were gel purified and cloned into the low-copy vector pMR10 [59] (Roberts et al. 1996).

The *ctrA* gene for depletion test *in vivo* was amplified from genomic DNA of *S. meliloti* Rm1021 by PCR using primers listed in table S5, digested by restriction (NdeI and EcoRI) and ligated in pSRKKm (previously digested with the same enzymes), generating pSRKKm-*ctrA*, which was transferred to Rm1021 by electroporation; similarly pSRKKm *ctrA*Δ3A was constructed using primers pSMc00654-P0-NdeI-*ctrA*-fw and pSMc00654Δ3A-EcoRI-*ctrA*-rev. For pSRKKm *rcdA* the coding sequence of *rcdA* was amplified using primers pSMc03989-P0-*rcdA*-fw and pSMc03989-P6-KpnI-*rcdA*-rev, digested with KpnI and cloned in pSRKKm sequentially digested with NdeI and KpnI, before the KpnI digestion the NdeI restriction site was restored using a DNA end repair kit (Invitrogen™). The plasmids obtained were sequenced and cloned by electroporation in Rm1021.

The *ctrADD* allele of *S. meliloti* CtrA was constructed by amplifying the predicted promoter region and coding region of *ctrA* and cloning it into a medium copy vector. A site directed mutagenesis was performed to convert the C-terminal TA residues into DD residues and transformed into *E. coli* DH5α.

For β-galactosidase assay, plasmids were constructed by directional forced cloning in a derived version of pRKlac290 [60] (Alley et al. 1991), carrying a gentamycin cassette inserted in the EcoRI site (pRKlac290Gm). Fragments (around 600 bp) of the SMc00059 (*divJ*), SMc00765 (*mcpZ*), SMc03037 (*flaA*), SMc04114 (*pilA1*), SMc00654 (*ctrA*), SMc00021 (*ccrM*) and SMc03989 (*rcdA*) promoter regions were amplified with their respective primers in Table S5 digested with the appropriate restriction enzymes and cloned in pRKlac290Gm restricted with the same enzymes.

##### *Real time (Fig S3)*

The relative amount of the three replicons in different backgrounds was determined by real-time PCR using specific primers for each replicon *rpoE1* (chromosome), *minD* (pSymB) and *nodC* (pSymA); for primers sequences see table S6. Reactions were set up as previously described [72] (Trabelsi et al., 2009). A calibration curve was generated using *S. meliloti* DNA extract, prepared from *S. meliloti* wild type cells in exponential growth (OD<sub>600</sub>=0.6) or from BM249 cells after 8 hours depletion using the DNeasy Blood & Tissue Kit (QIAGEN).

#### SUPPLEMENTARY REFERENCES

73. Galibert F, Finan TM, Long SR, Puhler A, Abola P, et al. (2001) The composite genome of the legume symbiont *Sinorhizobium meliloti*. *Science* 293: 668-672.
71. Skerker JM, Prasol MS, Perchuk BS, Biondi EG, Laub MT (2005) Two-component signal transduction pathways regulating growth and cell cycle progression in a bacterium: a system-level analysis. *PLoS Biol* 3: e334.
72. Trabelsi D, Pini F, Aouani ME, Bazzicalupo M, Mengoni A (2009) Development of real-time PCR assay for detection and quantification of *Sinorhizobium meliloti* in soil and plant tissue. *Lett Appl Microbiol* 48: 355-361.

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S1 Table

**Table S1** Transduction of *tetR* deletion of *ctrA* in different genetic backgrounds.

| Recipient strain                          | Number of transduced (cfu/ml) |
|-------------------------------------------|-------------------------------|
| Empty vector                              | 0*                            |
| <i>ctrA C. crescentus</i>                 | 320                           |
| <i>ctrA S.meliloti</i>                    | 310                           |
| P <sub>lac</sub> - <i>ctrA</i> (no IPTG)  | 0*                            |
| P <sub>lac</sub> - <i>ctrA</i> (IPTG 1mM) | 65                            |

\*Results confirmed after 7 days

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S4 Table

**Table S4** ChIP-Seq best hits.

|       |         |                |               |              |              |   |     |
|-------|---------|----------------|---------------|--------------|--------------|---|-----|
| pSymB | 133432  | SM_b20121 ov   |               | SM_b20122 op |              |   |     |
| pSymB | 231498  | SM_b22001 op   |               | SM_b20225 op |              |   |     |
| pSymB | 311741  | ISRM2011       |               | /            |              |   |     |
| pSymB | 369437  | SM_b20358 op   |               | SM_b20359    |              |   |     |
| pSymB | 470306  | SM_b20457      |               | SM_b20458    |              |   |     |
| pSymB | 636455  | SM_b20843      | <i>algI</i>   | SM_b21013 op |              |   |     |
| pSymB | 733767  | SM_b21090 op   |               | SM_b21091    | <i>lysM</i>  | 5 | yes |
| pSymB | 800766  | ISRM1          |               | SM_b21235 op |              |   |     |
| pSymB | 813166  | SM_b21244      |               | SM_b21245    | <i>exoF3</i> |   |     |
| pSymB | 1174129 | SM_b20946      | <i>exoY</i>   | SM_b20947    | <i>exoX</i>  | 6 |     |
| pSymB | 1237946 | SM_b21001 ov   |               | SM_b21002 op |              |   |     |
| pSymB | 1249096 | SM_b20846 op   |               | SM_b21676 op |              |   |     |
| pSymB | 1332437 | SM_b21401 op   |               | SM_b21402    |              |   |     |
| pSymB | 1402899 | SM_b21478 op   |               | SM_b21479    |              | 5 |     |
| pSymB | 1427713 | SM_b21502      |               | SM_b21503 op |              | 5 | yes |
| pSymB | 1432972 | SM_b21506      |               | SM_b21507    |              | 5 | yes |
| pSymB | 1438191 | SM_b21513      | <i>wzx2</i>   | SM_b21514    | <i>hemK2</i> | 5 | yes |
| pSymB | 1447964 | SM_b21524 over | <i>minCDE</i> | SM_b20647 op |              | 4 | yes |
| pSymB | 1455434 | SM_b20652      | <i>asnB</i>   | SM_b20654    |              |   |     |
| pSymB | 1460822 | SM_b20659      |               | SMb20660 op  |              |   |     |
| pSymB | 1466911 | ISRM17         |               | /            |              |   |     |
| pSymB | 1528966 | SM_b20723 ov   |               | SM_b20724    |              |   |     |
| pSymB | 1551923 | SM_b20758      |               | SM_b20759    | <i>phnG</i>  | 2 |     |
| pSymB | 1557320 | SM_b20765 op   |               | ISRM22       |              | 2 |     |
| pSymB | 1557790 | ISRM22         |               | /            |              |   |     |
| pSymB | 1558328 | ISRM22         |               | /            |              |   |     |
| pSymB | 1610618 | SM_b20596      |               | SM_b20597    |              | 3 |     |

Green represents genes possibly controlled by CtrA (CDS not overlapping with the binding site).

Red color represents opposite frame or overlapping binding sites with the CDS.

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S5 Table

**Table S5** Transduction of *tetR* deletion of *rcdA* in different genetic backgrounds.

| Recipient strain                           | Number of transduced (cfu/ml) |
|--------------------------------------------|-------------------------------|
| Empty vector                               | 0                             |
| <i>rcdA S.meliloti</i>                     | 54                            |
| P <sub>lac</sub> -                         | 0                             |
| P <sub>lac</sub> - <i>rcdA</i> (no IPTG)   | 0                             |
| P <sub>lac</sub> - <i>rcdA</i> (IPTG 80μM) | 200                           |

\* Colonies counted after 6 days

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S6 Table

**Table S6** Strains and plasmids used in this work.

| Organism or plasmid | Strain or plasmid name | Description                                                                                      | Resistance                     | Source              |
|---------------------|------------------------|--------------------------------------------------------------------------------------------------|--------------------------------|---------------------|
| <i>S. meliloti</i>  | Rm1021                 | SU47 <i>str-21</i>                                                                               | Sm                             | [73]                |
|                     | BM130                  | Rm1021 + pMR10 <i>ctrA</i> (C.cre)                                                               | Sm, Km                         | This work           |
|                     | BM132                  | Rm1021 + pMR10 <i>ctrA</i> (S.mel)                                                               | Sm, Km                         | This work           |
|                     | BM240                  | Rm1021 + pSRKKm <i>ctrA</i> (S.mel)                                                              | Sm, Km                         | [33]                |
|                     | BM146                  | Rm1021 $\Delta$ <i>ctrA</i> + pMR10 <i>ctrA</i> (C.cre)                                          | Sm, Km, Tc                     | This work           |
|                     | BM196                  | Rm1021 $\Delta$ <i>ctrA</i> + pMR10 <i>ctrA</i> (S.mel)                                          | Sm, Km, Tc                     | This work           |
|                     | BM249                  | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel)                                         | Sm, Km, Tc<br>1mM IPTG         | This work           |
|                     | EB776                  | Rm1021 + pSRKKm + <i>ctrA</i> $\Delta$ 3A (S. mel)                                               | Sm, Km                         | This work           |
|                     | BM587                  | Rm1021 + pMR10 + <i>rcdA</i>                                                                     | Sm, Km                         | This work           |
|                     | EB1024                 | Rm1021 + pSRKGm <i>rcdA</i> (S. mel)                                                             | Sm, Gm                         | This work           |
|                     | EB882                  | Rm1021 $\Delta$ <i>rcdA</i> + pMR10 <i>rcdA</i> (S. mel)                                         | Sm, Km, Tc                     | This work           |
|                     | EB1202                 | Rm1021 $\Delta$ <i>rcdA</i> + pMR10                                                              | Sm, Km, Tc                     | This work           |
|                     | EB1439                 | Rm1021 $\Delta$ <i>minCDE</i> (SmK850)                                                           | Sm, Spec                       | [37]                |
|                     | EB1441                 | Rm1021 BM249 $\Delta$ <i>minCDE</i>                                                              | Sm, Spec, Tet,<br>Kan          | This work           |
|                     | EB1051                 | Rm1021 $\Delta$ <i>rcdA</i> + pSRKGm <i>rcdA</i> (S. mel)                                        | Sm, Gm, Tc,<br>80 $\mu$ M IPTG | This work           |
|                     |                        | Rm1021 $\Delta$ <i>cpdR1uidA</i>                                                                 | Sm, Sp                         | [29]                |
|                     | EB1108                 | Rm1021 + pRKlac290Gm <i>PflaA</i> (S. mel)                                                       | Sm, Gm, Tc                     | This work           |
|                     | EB1084                 | Rm1021 + pRKlac290Gm <i>PmcpZ</i> (S. mel)                                                       | Sm, Gm, Tc                     | This work           |
|                     | EB1155                 | Rm1021 + pRKlac290Gm <i>PpilA1</i> (S. mel)                                                      | Sm, Gm, Tc                     | This work           |
|                     | EB1334                 | Rm1021 + pRKlac290Gm <i>PdivJ</i> (S. mel)                                                       | Sm, Gm, Tc                     | This work           |
|                     | EB1106                 | Rm1021 + pRKlac290Gm + P1 <i>ctrA</i> (Sm)                                                       | Sm, Gm, Tc                     | This work           |
|                     | EB1154                 | Rm1021 + pRKlac290Gm + P2 <i>ctrA</i> (Sm)                                                       | Sm, Gm, Tc                     | This work           |
|                     | EB1331                 | Rm1021 + pRKlac290Gm + P1P2 <i>ctrA</i> (Sm)                                                     | Sm, Gm, Tc                     | This work           |
|                     | EB1115                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm <i>PflaA</i> (S. mel)     | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1085                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm <i>PmcpZ</i> (S. mel)     | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1157                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm <i>PpilA1</i> (S. mel)    | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1333                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm <i>PdivJ</i> (S. mel)     | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1101                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm P1 <i>ctrA</i> (S. mel)   | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1156                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm P2 <i>ctrA</i> (S. mel)   | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
|                     | EB1336                 | Rm1021 $\Delta$ <i>ctrA</i> + pSRKKm <i>ctrA</i> (S.mel) + pRKlac290Gm P1P2 <i>ctrA</i> (S. mel) | Sm, Gm, Km,<br>Tc, IPTG 1mM    | This work           |
| <i>E. coli</i>      | S17-1                  | <i>recA</i> , <i>pro</i> , <i>hsdR</i> , <i>RP4-2-Tc::Mu-km::Tn7</i>                             | -                              | (Simon et al. 1983) |
| Bacteriophage       | $\Phi$ M12             | Transducing phage                                                                                |                                | [62]                |
| Plasmids            |                        |                                                                                                  |                                |                     |

|                                   |                                   |                                                                                                                      |        |                       |
|-----------------------------------|-----------------------------------|----------------------------------------------------------------------------------------------------------------------|--------|-----------------------|
| General purpose vectors           | pNTPS138                          | Suicide vector, <i>oriT</i> , <i>sacB</i>                                                                            | Km     | D. Alley              |
|                                   | pMR10                             | Broad host-range cloning vector, low copy number                                                                     | Km     | (Roberts et al. 1996) |
|                                   | pSRKKm                            | pBBR1MCS-2-derived broad-host-range expression vector containing <i>lac</i> promoter and <i>lacIq</i> , <i>lacZ+</i> | Km     | [36]                  |
|                                   | pSRKGm                            | pBBR1MCS-5-derived broad-host-range expression vector containing <i>lac</i> promoter and <i>lacIq</i> , <i>lacZ+</i> | Gm     | [36]                  |
|                                   | pRKlac290                         |                                                                                                                      |        | [60]                  |
|                                   | pRKlac290Gm                       | pRKlac290 reporter vector with a Gentamycin cassette between EcoRI site                                              | Gm, Tc | This work             |
|                                   | pBBR1MCS5                         |                                                                                                                      | Gm     | [73]                  |
| Deletion plasmids                 | p $\Delta$ <i>ctrA</i>            | pNPTS138-Tc deletion cassette for <i>ctrA</i>                                                                        | Km, Tc | This work             |
|                                   | p $\Delta$ <i>rcdA</i>            | pNPTS138-Tc deletion cassette for <i>rcdA</i>                                                                        | Km, Tc | This work             |
| Gene replacement plasmid          | p <i>ctrADD</i>                   |                                                                                                                      |        | This work             |
| Complementation plasmids          | pMR10 <i>ctrA</i>                 | pMR10 containing the <i>ctrA</i> locus                                                                               | Km     | This work             |
|                                   | pMR10 <i>rcdA</i>                 | pMR10 containing the <i>rcdA</i> locus                                                                               | Km     | This work             |
| pBBR1MCS5 derivatives             | pBBR1MCS5 <i>ctrADD</i>           | pBBR1MCS5- <i>pctrA</i> (S.mel) <i>ctrADD</i> (S.mel)                                                                | Gm     | This work             |
|                                   | pBBR1MCS5 <i>ctrA</i> $\Delta$ 3A | pBBR1MCS5- <i>pctrA</i> (S.mel) <i>ctrA</i> $\Delta$ 3A (S.mel)                                                      |        | This work             |
| Overexpression/depletion plasmids | pSRKKm <i>ctrA</i>                | pSRKKm containing <i>ctrA</i> inserted between NdeI and KpnI sites                                                   | Km     | (Pini et al. 2013)    |
|                                   | pSRKKm <i>ctrA</i> $\Delta$ 3A    | pSRKKm containing <i>ctrA</i> $\Delta$ 3A inserted between NdeI and KpnI sites                                       | Km     | This work             |
|                                   | pSRKGm <i>rcdA</i>                | pSRKGm containing <i>rcdA</i> inserted between NdeI and KpnI sites                                                   | Gm     | This work             |
| Reporter plasmids                 | pRKlac290Gm-PSmc00059             | <i>SMc00059</i> ( <i>divJ</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                          | Gm, Tc | This work             |
|                                   | pRKlac290Gm-PSmc00765             | <i>SMc00765</i> ( <i>mcpZ</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                          | Gm, Tc | This work             |
|                                   | pRKlac290Gm-PSmc03037             | <i>SMc03037</i> ( <i>flaA</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                          | Gm, Tc | This work             |
|                                   | pRKlac290Gm-PSmc04114             | <i>SMc04114</i> ( <i>pilA1</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                         | Gm, Tc | This work             |
|                                   | pRKlac290Gm-PSmc03989             | <i>SMc03989</i> ( <i>rcdA</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                          | Gm, Tc | This work             |
|                                   | pRKlac290Gm-PSmc00021             | <i>SMc00021</i> ( <i>ccrM</i> ) promoter- <i>lacZ</i> fusion in pRKlac290Gm                                          | Gm, Tc | This work             |
|                                   | pRKlac290Gm-P1Smc00654            | <i>SMc00654</i> ( <i>ctrA</i> ) promoterP1- <i>lacZ</i> fusion in pRKlac290Gm                                        | Gm, Tc | This work             |
|                                   | pRKlac290Gm-P2Smc00654            | <i>SMc00654</i> ( <i>ctrA</i> ) promoterP2- <i>lacZ</i> fusion in pRKlac290Gm                                        | Gm, Tc | This work             |
|                                   | pRKlac290Gm-P1P2Smc00654          | <i>SMc00654</i> ( <i>ctrA</i> ) promoterP1P2- <i>lacZ</i> fusion in pRKlac290Gm                                      | Gm, Tc | This work             |

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S7 Table

**Table S7** Primers (5'-3') used in this work.

# Supplementary material for: Cell Cycle Control by the Master Regulator CtrA in Sinorhizobium meliloti
**Source:** PLoS Genet. 2015 May 15;11(5):e1005232. doi: 10.1371/journal.pgen.1005232
**Supplement:** S8 Table

**Table S8** TTSs mapping in the 54 direct targets of CtrA.

| Orf code  | Name          | Distance upstream of TSS1 <sup>§</sup> | Presence of CtrA-BS | Presence of half CtrA-BS |
|-----------|---------------|----------------------------------------|---------------------|--------------------------|
| SM_b20652 | <i>asnB</i>   | 21                                     | -                   | +                        |
| SM_b21091 | <i>lysM</i>   | /                                      | -                   | -                        |
| SM_b21502 |               | /                                      | -                   | -                        |
| SM_b21503 |               | /                                      | -                   | -                        |
| SM_b21506 |               | /                                      | +                   | +                        |
| SM_b21513 | <i>wzx2</i>   | 60                                     | +                   | +                        |
| SM_b21514 | <i>hemK2</i>  | /                                      | +                   | +                        |
| SM_b21524 | <i>minCDE</i> | /                                      | +                   | +                        |
| SMA1016   |               | 182                                    | +                   | +                        |
| SMc00033  |               | 109                                    | -                   | -                        |
| SMc00038  |               | 48                                     | -                   | +                        |
| SMc00059  | <i>divJ</i>   | /                                      | +                   | +                        |
| SMc00360  |               | 180                                    | +                   | +                        |
| SMc00456  |               | /                                      | +                   | +                        |
| SMc00638  |               | /                                      | +                   | +                        |
| SMc00654  | <i>ctrA</i>   | 89                                     | +                   | +                        |
| SMc00657  | <i>sciP</i>   | 121                                    | -                   | +                        |
| SMc00743  |               | 73                                     | +                   | +                        |
| SMc00765  | <i>mcpZ</i>   | 146                                    | -                   | +                        |
| SMc00849  |               | 26                                     | -                   | -                        |
| SMc00888  |               | 65                                     | +                   | +                        |
| SMc00924  |               | 5                                      | -                   | +                        |
| SMc00975  | <i>mcpU</i>   | 49                                     | -                   | +                        |
| SMc00983  |               | /                                      | -                   | +                        |
| SMc00986  |               | 32                                     | -                   | +                        |
| SMc00991  |               | 96                                     | -                   | +                        |
| SMc00996  |               | /                                      | -                   | +                        |
| SMc00998  |               | 16                                     | +                   | +                        |
| SMc00999  |               | 7                                      | -                   | +                        |
| SMc01357  |               | 49                                     | +                   | +                        |
| SMc01432  |               | 43                                     | -                   | +                        |
| SMc01464  |               | 10                                     | -                   | +                        |
| SMc01469  | <i>mcpW</i>   | /                                      | -                   | +                        |
| SMc01561  |               | /                                      | -                   | +                        |
| SMc01579  |               | /                                      | +                   | +                        |
| SMc01719  | <i>mcpT</i>   | 61                                     | -                   | +                        |
| SMc01792  |               | /                                      | -                   | -                        |
| SMc02060  | <i>lppB</i>   | 81                                     | +                   | +                        |
| SMc02392  |               | 166                                    | +                   | +                        |
| SMc02848  |               | 6                                      | +                   | +                        |
| SMc03004  | <i>mcpE</i>   | 72                                     | -                   | +                        |
| SMc03037  | <i>flaA</i>   | 198                                    | +                   | +                        |
| SMc03038  | <i>flaB</i>   | 186                                    | -                   | +                        |
| SMc03040  | <i>flaC</i>   | 121                                    | +                   | +                        |
| SMc03142  |               | 1                                      | +                   | +                        |

|          |              |     |   |   |
|----------|--------------|-----|---|---|
| SMc03143 |              | 404 | + | + |
| SMc03174 |              | /   | - | + |
| SMc03178 |              | 66  | - | + |
| SMc04011 | <i>tacA</i>  | /   | - | + |
| SMc04059 |              | 60  | - | - |
| SMc04114 | <i>pilA1</i> | 62  | + | + |
| SMc04115 |              | 101 | + | + |
| SMc04117 |              | /   | - | + |
| SMc04280 |              | /   | - | + |

/ = TSS Not identified previously (Schluter et al., 2013) or upstream the ChIP-seq peak.

In green genes represented in figure 3B.

\$ = Position of TSSs with respect to the ChIP-seq peak.

+ = Presence of CtrA full or Half binding site consensus (Laub et al., 2002)

- = Absence of CtrA full or Half binding site consensus

How the deposited data were processed for this re-analysis (not part of the article)

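Expression was measured in 24 samples of Sinorhizobium meliloti in which ctrA is transcribed only with IPTG, 4 at t = 0, 3 with and 3 without 1 mM IPTG at each of 1, 2 and 4 h, and 1 of each at 6 h, on 24 single-colour Agilent arrays over 3 slides. The authors deposited the scanner output of each array, where values are spot intensity from Feature Extraction 10.5.1.1 (the processed signal has background removed and a spatial trend corrected within the array, and no normalization between arrays), and a table of normalized log2 values, 1 per probe and array, made by a normalization that the paper's text refers to an earlier publication. Each array holds 12284 spots for 6142 probes, 1 probe per gene, so that a choice between probes of a gene does not arise.

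From the files, log2 of the processed signal was taken minus the 75th percentile of each array over all spots that are not controls. Spots with an outlier flag were then left out and the 2 spots of a probe were averaged. A later run by error took the percentile after leaving those spots out, which gave 152 called genes in place of 162. The first reading was restored and the other is reported as an alternative. A probe counted as saturated on an array where its spots' median pixel was at or above 65515, the lowest saturation value in the files, because on slide 3 the files' own value is 65516 and no spot there carries the flag. A probe saturated on every array of a group has only a bound, no fold change is given where both groups are saturated, and no bound where the other group has spots at the top.

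Groups were compared with limma 3.58.1 in R 4.3.3 over the 18 arrays at 1, 2 and 4 h, with 6 group means and a spread per gene shared by all groups. p-values were adjusted by the Benjamini-Hochberg procedure over all genes within a time point, and a gene was called at 0.05 or less with a log2 fold change of at least 1. Differences between time points were tested as contrasts of the same model. ORFs beside a ChIP-Seq peak were read from S4 Table and tested with camera at a correlation of 0.01, with fry and an estimated correlation beside it. The t = 0 arrays were compared with +IPTG cultures over all 24 arrays with slide as a term. Since only t = 0 lies on both slides, the term makes this a comparison within a slide. The 6 h cultures, with 1 array per group, were tested only in alternatives over all 24 arrays, which take the spread from the other groups and assume that a lone array varies like them. Samples carry replicate numbers in the labels. At 4 h the deviations from the group means of a control and a depleted array of 1 number were correlated across genes at 0.567, 0.758 and 0.655, against -0.48 to -0.03 for arrays of different numbers, so the numbers pair the arrays at 4 h.

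The genes named in the text are those the paper names, at 4 h and for some also at 1 or 2 h, and the 5 largest falls and 5 largest rises among called genes whose depleted arrays all lie on the same side of the control arrays, at each time point, a rule set before the data were examined. Gene symbols were paired with loci through the paper's supplementary tables. Of S2 Table the first 514 of the 6142 rows were read, and they served only for the paper's values of single genes. minD and a test of motility and chemotaxis genes as a set, which needs an annotation, were not analysed here.

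The functions were tested on simulated values of 5917 genes with 200 changed. With noise as unequal between time points as in the arrays, and a shared spread, 32 unchanged genes were called at 1 h, 73 at 2 h and 0 at 4 h, and of genes changed by 2.5 on the log2 scale 83%, 84% and 86% were recovered. With each time point fitted alone, 8, 2 and 1 unchanged genes were called and 56%, 34% and 100% of those genes were recovered.

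Alternatives set before the data were examined were normexp with an offset of 50, quantile normalization, the median of each array, the authors' deposited log2 values, a filter on probes not well above background, an intensity trend, all 24 arrays, each time point fitted alone, slide as a block, the replicate number as a block, other thresholds and adjustments, and each array left out. Alternatives chosen after the data were seen were a smooth surface removed from each array, the deposited values over all 24 arrays with and without a call at 6 h, the percentile without outlier spots, and each time point fitted alone with the replicate number as a block. Some tests of explanations were added after the first test had been seen, and both are reported.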

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

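The tests of spread at 1 h, the splits of the set test on the difference between 4 h and 1 h, the test without the t = 0 arrays of the other slide, the splits of t = 0 and +IPTG arrays within a slide and the fit of 4 h alone with the replicate block were chosen only after the results were seen, as was the choice to look at genes called at 4 h fitted alone.

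The fold change differed between 4 h and 1 h in 3 genes and between 4 h and 2 h in 1 gene. These are flaA, flaB and mcpU, the first of the counts holding all of them and the second mcpU alone. As many or more genes came out in 12 of 100 splits of the arrays for the first count. Besides the real split, 11 of these keep the real grouping at 4 h and with it the change at 4 h, while of the splits that keep neither grouping 0 of 76 reached it. No split stands for an equal change at both times, so the splits decide nothing for this count. For the second count it was 26 of 100 splits, 13 of them among the 78 that keep neither grouping, so chance cannot be excluded for it. Of the splits, 40 and 43 part the 3 pairs of arrays with 1 replicate number at 4 h as the real one does, and 12 and 17 of them gave as many, against 0 of 60 and 9 of 57 that do not. Fewer genes were called at 1 h than at 4 h, for which a larger spread between arrays at 1 h is a candidate explanation. Over the genes called at 4 h the median log2 fold change at 1 h was -0.71, but that list was chosen for its value at 4 h and the figure decides nothing. Over the ORFs next to a peak that carry no mark, a list made without these arrays, the fold change at 4 h was lower than at 1 h (p-values on the difference from camera, 0.000108, camera with the correlation estimated, 0.00162, and fry, 0.000218). As small a p came out in 29, 11 and 8 of 100 splits of the arrays by these 3 tests, of which 12, 10 and 7 keep the real grouping at 4 h. Among the 76 splits that keep neither grouping it came out in 12 by camera, which voids that test, and in 0 by the others. Over other normalizations and with each array left out, fry's p was at most 0.00133 and that with the correlation estimated at most 0.00895. These argue against spread at 1 h as the whole cause. The medians of that list were -0.15 at 1 h and -0.12 at 4 h while its means were -0.24 and -0.57, so the difference lies in part of the list. No gene differed between 4 h and 1 h once any 1 array at 4 h was left out, and 324 differed between 4 h and 2 h without the third +IPTG array at 2 h. Time point and slide coincide, and a difference between slides in the range of fold changes stays open.

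Between t = 0 and +IPTG cultures, which the paper does not compare, 494 genes differed at 1 h (277 higher and 217 lower than at t = 0) and 761 at 2 h (506 higher and 255 lower). At both times 203 genes were called, 201 of them in the same direction. As large a count came out in 1 of 35 splits of the arrays at 1 h and in 3 of 35 at 2 h, but these exchange arrays between slides and decide nothing. In splits within the slide it came out in 1 of 10 at 1 h and 2 of 10 at 2 h, and 10 splits alone cannot exclude chance. With slide as a term, the fold changes at 1 h and at 2 h rest on different t = 0 and +IPTG arrays. The same direction in 201 of the 203 genes called at both times argues against noise of single arrays for these 203 genes. Arrays of 1 h and 2 h may come from the same cultures, so a difference between cultures stays open. At 1 h a difference between slides was examined with the arrays of the shared slide alone, which called 33 genes, and without the t = 0 arrays of the other slide, which called 575. The first was set as the test beforehand and a low number was to count for slides. Neither can bear on slides, since slide is a term and the log2 fold changes of all 6142 genes were equal within 1e-06 in both fits, and only the spread differed. A constant difference in level between slides is therefore not in these fold changes. Unequal noise between slides, which changes the spread, stays open. ctrA was higher in +IPTG cultures than at t = 0 by a log2 fold change of 3.56 at 1 h (adjusted p = 0.00791) and 4.05 at 2 h (adjusted p = 0.00253), with 3 of 6 +IPTG spots at the top of the scanner's range at each time. At 1 h 236 genes differed without the first t = 0 array and 300 without the third +IPTG array. At 2 h 296 differed without the third t = 0 array, 463 without the third +IPTG array and 1200 without the first. With the authors' deposited values the split was 182 higher and 223 lower at 1 h and 293 higher and 250 lower at 2 h, and with the median of each array 372 higher and 296 lower at 2 h. The time since the split differs from t = 0 as well, and no biological explanation was tested.

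Of the called genes, 65 are not in the paper's list. Without the third +IPTG array at 2 h the called genes numbered 1202. As many called genes or more came out in 9 of 100 splits of the arrays, with up to 381 called, so chance cannot be excluded for the count of 162, and among the 42 of these splits that part the 3 pairs at 4 h as many came out in 5, against 4 of the other 58. In single time points a count as large came out in 2 of 10 splits at 1 h, 2 of 10 at 2 h and 1 of 10 at 4 h, where 10 splits cannot exclude chance. At 4 h both the 3 other splits that part the 3 pairs and the 6 that part 1 pair called 0 genes. The number next to a ChIP-Seq peak, 47, was reached in 1 of 100 splits, the real one, so chance can be excluded for it. It was 1 of 42 among the splits that part the 3 pairs at 4 h and 0 of 58 among the others.

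With 4 h fitted alone, 154 genes were called, of which 50 are not in the paper's list. Of these 50, 19 lie next to a ChIP-Seq peak (38.0%, against 4.53% of the remaining genes outside the list, Fisher's exact test, two-sided, p = 3.93e-13), 47 were lower on depletion, and all 47 of those were lower at 6 h too, on the single pair of arrays there. With the authors' deposited values fitted alone at 4 h, 46 of the 50 were called. A candidate explanation is that spread taken from the noisier 1 and 2 h arrays hides changes at 4 h. In simulated values with noise as unequal as in the arrays, genes changed by 1.5 on the log2 scale at 4 h were recovered in 65% of cases with the shared spread and 99% with 4 h fitted alone, where 1 unchanged gene was called. The replicate block, which keeps the shared spread, called 65 genes. With 4 h fitted alone and that block, 155 were called, all 154 among them, while the 3 other splits that part the pairs called 0. No further test of these genes was run.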

How the results depend on the processing

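The alternatives with a smooth surface removed, with the deposited values over all 24 arrays, with the percentile without outlier spots and with each time point fitted alone with the replicate block were chosen only after the data were seen. The calls at 1 h, 6 lower and 0 higher, were 13 lower and 49 higher without the third +IPTG array at 1 h, and over all time points more genes were higher (615) than lower (587) without the third +IPTG array at 2 h. No named gene reversed a called direction. Over 56 results for named genes and all their alternatives, 93 values were no longer past the threshold, 54 came past it and 749 kept their side. The ORFs next to a ChIP-Seq peak had a median log2 fold change below 0 at 4 h under every alternative, from -0.17 to -0.07, and the called genes were enriched next to a peak under every alternative. A filter on probes well above background on 3 or more arrays and an adjusted p without a minimum fold change changed no count of called genes. A choice between probes of a gene was not run, as each gene has 1 probe, and motility and chemotaxis genes as a set were not run.

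With each time point fitted alone, 0 genes were called at 1 h, 0 at 2 h and 154 at 4 h, 96.1% of them lower, and 73 next to a peak. At an unadjusted p under 0.05, 330 genes at 1 h and 435 at 2 h were past that level in those limma fits. The spread is then taken from 6 arrays. With the replicate block in those fits the numbers were 0, 0 and 155, the last with all 154 genes among them, 96.1% lower and 73 next to a peak, and 331 genes at 1 h and 440 at 2 h had an unadjusted p under 0.05. On simulated values that fit recovered 0% of changed genes at 1 and 2 h, so its counts of 0 there say nothing. Over all 24 arrays 73 genes were called at 2 h, 79.8% of called genes were lower, and 0 fold changes differed between 4 h and 1 h. With slide as a block 76.3% were lower and 0 differed between 4 h and 1 h. For these the cause was not tested.

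With normexp 78.6% of called genes were lower (121 lower and 33 higher), 10 fold changes differed between 4 h and 1 h, and 504 genes differed between t = 0 and 2 h +IPTG. With quantile normalization 74.1% were lower (126 lower and 44 higher), 14 differed between 4 h and 1 h and 9 between 4 h and 2 h, and the median log2 ratio at 6 h was -3.35. With the median of each array 1 differed between 4 h and 1 h. With the authors' deposited values 79.6% were lower (117 lower and 30 higher), 18 differed between 4 h and 1 h and 11 between 4 h and 2 h, and depleted and control cultures lay apart at 2 time points in the clustering. Over all genes of the array they lay apart at 0. With 1 adjustment over the time points 19 genes were called at 1 h. Without a slide term 968 genes differed between t = 0 and 1 h +IPTG. With the arrays of the shared slide alone 33 differed at 1 h and 8 at 2 h, from fewer arrays. The cause was not tested for the others.

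With a surface removed 12 genes were called at 1 h, 78.3% were lower, 0 fold changes differed between 4 h and 1 h and 2 between 4 h and 2 h, 349 genes differed between t = 0 and 2 h +IPTG, and cultures lay apart at 4 time points. With the deposited values over all 24 arrays 51 genes were called at 2 h, 87.0% were lower, 19 differed between 4 h and 1 h and 6 between 4 h and 2 h. The cause was not tested.

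With each array left out in turn, the number called ranged from 0 to 62 at 1 h, from 53 to 1149 at 2 h, from 44 to 58 at 4 h, below the count with all arrays in each case, and from 108 to 1202 over all time points. The share lower ranged from 48.8% to 84.5%, the share on the chromosome from 55.8% to 78.2%, and the number next to a peak from 35 to 109. Fold changes that differed numbered from 0 to 9 between 4 h and 1 h and from 1 to 324 between 4 h and 2 h. The genes that differed from t = 0 numbered from 236 to 575 at 1 h and from 296 to 1200 at 2 h. The highest counts at 1 h and 2 h came without the third +IPTG array of each time point (62 and 1149), and at 2 h 613 of the genes were then higher and 536 lower.

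The replicate block called 1 gene at 1 h, 70 at 2 h and 65 at 4 h, with 74.6% of called genes lower and mcpZ no longer called (adjusted p = 0.0584, and from 8.33e-05 to 0.0587 over all alternatives), 0 fold changes that differed between 4 h and 1 h and 0 between 4 h and 2 h. At 4 h, where the numbers pair the arrays, 60 of the 74 genes were among the 65, and of the named genes the block lost mcpZ, added flgB and changed no other call. In the fit of 4 h alone it added cbrA (adjusted p = 0.000116, and up to 1.00 over all alternatives) and lost none. At 1 and 2 h the correlation of deviations from the group means between arrays of 1 number was from -0.11 to 0.16, so the arrays share only a number there.

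Signal limits these values unevenly. Dim arrays at 2 h left 62.5% of spots well above background on 1 of them, and saturation at 4 h leaves bounds for the brightest genes.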

Differences from the paper's values

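The number of genes called and not beside a ChIP-Seq peak was 115, where the paper's is 72. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with normexp (100), the median of each array (107), the authors' deposited values (91), all 24 arrays (78), each time point fitted alone (81), slide as a block (86) and the replicate block (73), and not with quantile normalization (112), the filter on dim probes (115) or an intensity trend (120). Of the alternatives chosen after seeing the values, it was 70 with the deposited values over all 24 arrays, 82 with each time point fitted alone and the replicate block, 100 with a surface removed and 104 with the percentile without outlier spots.

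The paper's log2 fold changes equal those of the authors' deposited values, with a largest difference of 4.93e-06 at 4 h over the paper's list. For SMc04059 at 1 h the value was -2.75 and the paper's is -2.46. It came within the replicate SD with normexp (-2.54), quantile normalization (-2.71) and the deposited values (-2.46), and did not under the other alternatives set beforehand. For ctrA at 2 h it was -2.87 and the paper's is -2.01, reached with quantile normalization (-2.24) and the deposited values and with no other, and 3 of 6 control spots were at the top of the scanner's range. For divJ at 2 h it was -0.00938 and the paper's is 0.0275, and the sign was the paper's with normexp (0.00411) and the deposited values alone. For flaC at 4 h it was 1.81 and the paper's is 2.08, reached with quantile normalization (2.04) and the deposited values. For mcpU at 4 h it was -3.45 and the paper's is -3.15, reached with normexp (-3.25) and the deposited values. For SMc00924 at 4 h it was -3.92 and the paper's is -3.49, reached with the deposited values alone. For SMc02312 at 4 h it was 0.00585 and the paper's is -0.0576, reached with quantile normalization (-0.0614) and the deposited values. For cpdR1 at 4 h it was -0.18 and the paper's is -0.56, reached with the deposited values alone, and 3 of 6 control spots were at the top of the scanner's range. After seeing the values, a removed surface was tried as well, and it brought SMc04059 (-2.42) within the SD and gave SMc02312 the paper's sign (-0.0154).

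The paper states that divJ was significantly lower at 2 h on the arrays. Here the adjusted p was 0.994 at 2 h, and no setting called it. The paper states the same of divK, which was called here at 2 h, while the deposited values did not call it (0.069, and 0.0501 over all 24 arrays, which is also the paper's value in S2 Table). The paper states that rem was not bound by CtrA, while S4 Table lists its locus, SMc03046, beside a chromosomal peak at 742209. The paper states that the promoter of cbrA was bound, while S4 Table lists no peak beside its locus, SMc00776. The paper shows ChIP-Seq reads over that promoter in S6 Fig, and S4 Table gives best hits. The absence from S4 Table thus does not decide whether the promoter was bound.

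The paper states that rem and cbrA were not differentially expressed on the arrays, and neither was called here, but with 4 h fitted alone rem was called, and with the replicate block in that fit, chosen after seeing the values, both were.

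The paper lists SMc00910, SMc02312 and SMc02848 among its genes, and none was called here. The deposited values called SMc00910 at 2 h (0.0124), SMc02312 at 2 h (0.0266) and SMc02848 at 4 h (0.0177). The replicate block called SMc02312 at 2 h (0.0432), and 4 h fitted alone called SMc02848 (0.000781), as did a removed surface (0.0242), which was chosen after seeing the values. The paper treats pilA1, mcpT, flaC, flgB, flgC and flgD as changed on depletion, and they were not called here at 4 h. With 4 h fitted alone all 6 were called, without and with the replicate block, and SMc02848 was called with it too (0.000206), a fit chosen after seeing the values. The deposited values and a removed surface, the latter chosen after seeing the values, called each of them but flgD. Normexp called all but pilA1 and flgD, and quantile normalization all but flgC and flgD. Of the other alternatives, flaC was called with the median of each array and an intensity trend, mcpT with all 24 arrays, and flgB with an intensity trend, all 24 arrays, slide as a block, the replicate block and without the third depleted array at 4 h (0.0291). The deposited values over all 24 arrays, chosen after seeing the values, called each gene named here except flgD. That gene is among those of the paper's list that came out there only at 6 h, with 1 array per group. Of the paper's list 97 genes were called here, and 120 with the deposited values. The paper counts 126 genes, and the deposited values over all 24 arrays, chosen after seeing the values, give 123 of them at 1, 2 and 4 h and all 126, with 1 more, once 6 h is called too.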

Other observations

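The tests of a smooth gradient across arrays, of saturation of ctrA, of how often marked ORFs were called, of an earlier response of bound genes and of the 6 h arrays in the paper's list, and the alternatives with a surface removed and with the deposited values over all 24 arrays, were chosen only after the results were seen.

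The 2 spots of a probe differed more on slides 1 and 2 than on slide 3, with a median SD of 1.13 against 0.20 on the log2 scale. Lower signal on slides 1 and 2 is a candidate explanation. Among spots with a signal between 2000 and 20000 the ratio of the medians was still 4.81, and after a smooth surface was removed from each array it was 4.28, which argues against low signal and against a smooth gradient as the whole cause. The source of the difference stays open, and no biological explanation was tested.

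Many genes were called higher at 2 h and almost none at 4 h, 55 against 1. Dim signal on the +IPTG arrays at 2 h might raise such calls, but 16.4% of these genes were not well above background on 2 or more of those arrays, against 18.9% of all genes. After a smooth surface was removed 33 genes were called higher, 24 of them among the 55, so unequal gradients stay open for part of the calls. Fitted alone, with its own spread, 2 h called 0 genes higher and so a spread shared by time points of unequal noise stays open too. On simulated values with noise as unequal, the shared spread called 73 unchanged genes at 2 h and 0 at 4 h. With each time point fitted alone it was 2 and 1. A shared spread can thus give many calls at 2 h. It also called 32 unchanged genes at 1 h, where 6 genes were called on the arrays. The fit of 2 h alone lost the 60 genes called lower too, and a lower power explains such a loss as well. Next to a ChIP-Seq peak lay 1 of the 55 genes called higher (Fisher's exact test, two-sided, p = 0.371) and 22 of the 60 called lower (p = 3e-13). The 55 genes had a median log2 fold change of 1.80 at 2 h and 0.08 at 4 h, and the 60 of -2.04 and -1.47. A short-lived rise at 2 h was not tested apart from these.

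ctrA was called lower at 2 h and not at 4 h. Of its spots on the +IPTG arrays at 4 h, 6 of 6 were at the top of the range, as were 2 of 6 on the depleted arrays, so no fold change can be given there and signal at the top of the scanner's range at 4 h may account for the missing call.

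ORFs facing a ChIP-Seq peak fell at 4 h. If any ORF near a peak falls, whichever way it faces, ORFs marked as opposite or overlapping would fall too. Their median log2 fold change was 0.000996, the test set beforehand, but they go both ways and a median decides nothing. Of these 109 ORFs 0.917% were called lower at 4 h, against 36 of 235 without a mark (Fisher's exact test, two-sided, p = 8.15e-06), which argues against that explanation as the whole cause. With 4 h fitted alone 7 of the 109 and 61 of the 235 were called lower, and 80 of the 5798 genes beside no peak. In that fit marked ORFs were called lower more often than genes beside no peak, so the explanation stays open for part of the calls. The set's camera p was as small in 1 of 10 splits of the arrays, and a count over 10 splits alone cannot exclude chance. The camera p was small in every split, from 2.10e-21 to 1.03e-12 in the 3 others that part the 3 pairs of arrays with 1 replicate number and from 1.22e-12 to 1.50e-06 in the 6 that part 1 pair, so its size cannot be taken as it stands. By fry the p was 3.97e-08 in the real split and from 0.207 to 0.345 in the others, so by that test the fall of these ORFs is larger than the spread between arrays in the real split alone, where 74 genes were called against 0 in each other split.

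Among genes called lower at 4 h, those next to a ChIP-Seq peak had a median log2 fold change of -1.19 at 2 h and the others of -1.07. A hypothesis that genes bound by CtrA respond earlier was tested by permutation of the 73 genes (two-sided, 100000 resamples, p = 0.783), and no difference was detectable. Genes of 1 operon are not independent.

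A change in the copy number of a replicon would shift its genes together. The median log2 fold changes of the chromosome, pSymB and pSymA at 4 h were 0.05, 0.03 and 0.01, and the largest difference between them was 0.0365, under the 0.1 set beforehand, which argues against it at 4 h. Values are relative to the 75th percentile of each array, so a shift of all replicons alike was not measurable.

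Of the paper's list, 3 genes were called at no time point of 1, 2 or 4 h with the deposited values over all 24 arrays, and these 3 were called at 6 h, so it may be that the single arrays at 6 h entered the paper's list. They are SMc03052, which is flgD, SMc02060 and SMc00038, named after their values were seen. SMc01576 was called at 6 h and is not in the list.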
